# Genome-wide analysis of retinal transcriptome reveals common genetic network underlying perception of contrast and optical defocus detection

**DOI:** 10.1186/s12920-021-01005-x

**Published:** 2021-06-09

**Authors:** Tatiana V. Tkatchenko, Andrei V. Tkatchenko

**Keywords:** Refractive eye development, Myopia, Contrast perception, Optical defocus, Circadian rhythms, Signaling pathways, Gene expression profiling, Genetic network, RNA-seq

## Abstract

**Background:**

Refractive eye development is regulated by optical defocus in a process of emmetropization. Excessive exposure to negative optical defocus often leads to the development of myopia. However, it is still largely unknown how optical defocus is detected by the retina.

**Methods:**

Here, we used genome-wide RNA-sequencing to conduct analysis of the retinal gene expression network underlying contrast perception and refractive eye development.

**Results:**

We report that the genetic network subserving contrast perception plays an important role in optical defocus detection and emmetropization. Our results demonstrate an interaction between contrast perception, the retinal circadian clock pathway and the signaling pathway underlying optical defocus detection. We also observe that the relative majority of genes causing human myopia are involved in the processing of optical defocus.

**Conclusions:**

Together, our results support the hypothesis that optical defocus is perceived by the retina using contrast as a proxy and provide new insights into molecular signaling underlying refractive eye development.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12920-021-01005-x.

## Background

Refractive eye development is controlled by both environmental and genetic factors, which determine the optical geometry of the eye and its refractive state by a process called emmetropization [1–8]. Various environmental factors influence refractive eye development [8–11]; however, the leading environmental factor driving emmetropization is optical defocus [8, 12]. The eye is very sensitive to the sign of optical defocus and can compensate for imposed defocus very accurately by modulating the growth of the posterior segment of the eye via a developmental mechanism called bidirectional emmetropization by the sign of optical defocus (BESOD), whereby negative optical defocus stimulates eye growth and positive optical defocus suppresses it [12–18]. BESOD uses optical defocus to match the eye’s axial length to its optical power and can produce either sharp vision (if the eye is exposed to a normal visual environment), myopia (if the eye is exposed to negative optical defocus) or hyperopia (if the eye is exposed to positive optical defocus) [8]. Importantly, animal studies suggest that the process of emmetropization is controlled locally by the retina [19–24]. Excessive exposure to negative optical defocus associated with nearwork leads to the development of myopia (nearsightedness), which is the most common ocular disorder in the world, manifesting in children of school age as blurred distance vision [13, 14, 16–18, 25–33].

Although the role of optical defocus in refractive eye development is a well-established fact, it is still largely unknown how optical defocus is perceived by the retina. Several lines of evidence suggest that the absolute level of visual acuity does not play a significant role in optical defocus detection because a variety of species with different visual acuity ranging from 1.3 cpd in fish [34], 0.6–1.4 cpd in mice [35–37], 2.4 cpd in tree shrews [38, 39], 2.7 cpd in guinea pigs [40, 41], 5 cpd in cats [42, 43], 5 cpd in chickens [44, 45] and 44 cpd in rhesus monkeys and humans [46–48] undergo emmetropization and can compensate for imposed optical defocus [13–17, 49–53]. Moreover, it was demonstrated that accommodation and emmetropization are driven by low spatial frequencies even in species with high visual acuity [54, 55]; and the peripheral retina, which has much lower visual acuity than the central retina [56–61], plays an important role in defocus detection and emmetropization [8, 22, 24, 62]. Conversely, perception of contrast is emerging as an important cue for both defocus-driven accommodation and emmetropization [54, 63, 64]. The possible role of contrast perception in emmetropization is highlighted by the fact that species with different visual acuity have similar contrast sensitivity at spatial frequencies found to be critical for emmetropization [65]. Optical defocus leads to a proportional degradation of contrast at the luminance edges of the images projected onto the retina, as revealed by the analysis of the effect of defocus on the eye’s contrast sensitivity [66–69]. The retina, as revealed by in vitro recordings from ganglion cells, exhibits the highest sensitivity to contrast at low spatial frequencies, consistent with what is found for the dependency of accommodation and emmetropization on low spatial frequencies [45]. Ganglion cells’ firing rate increases proportionally with an increase in both optical focus and contrast, suggesting that contrast may be used by the retina as a proxy to optical defocus [45]. Interestingly, vision across the animal kingdom is tuned to contrast and not to visual acuity [65, 70, 71]. Several species have been shown to possess high contrast sensitivity and undergo emmetropization despite low visual acuity [65, 72–75]. Retinae of many species adapted asymmetric photoreceptor distribution which maximizes contrast perception across visual space in expense of other important visual functions such as visual acuity and color perception [70, 71, 76–81].

Accommodation and emmetropization appear to be driven by both luminance contrast and longitudinal chromatic aberrations, whereby the retina uses the contrast of the luminance edges to determine focal plane and color contrast to identify the sign of defocus [54, 63, 64, 82]. Detection of luminance contrast and color contrast in the retina is organized as ON-center/OFF-surround and OFF-center/ON-surround receptive fields, which divide retinal pathways into ON and OFF channels respectively [83, 84]. The importance of these contrast processing retinal channels for refractive eye development was demonstrated by experiments in knockout mice with ON-pathway mutations and in humans [85–88]. Anatomically, center-surround receptive fields are comprised of photoreceptors, bipolar cells, horizontal cells and amacrine cells, where horizontal and amacrine cells provide lateral inhibition which is critical for the generation of surround and contrast perception [83, 84]. Interestingly, it was shown that amacrine cells play a critical role in refractive eye development [89–99] and that loss of amacrine cells negatively affects contrast sensitivity [100].

Cronin-Golomb et al. [101] found that genetic factors have a significant contribution to contrast sensitivity in humans. The retina converts information about optical defocus into molecular signals, which are transmitted across the back of the eye via a multilayered signaling cascade encoded by an elaborate genetic network [12, 102–115]. It is critical to characterize the genetic networks and signaling pathways underlying contrast perception and determine their role in refractive eye development.

Here, we systematically analyzed gene expression networks and signaling pathways underlying contrast perception and refractive eye development in a panel of highly genetically diverse mice, which have different baseline refractive errors, different susceptibility to form-deprivation myopia and different levels of contrast sensitivity, and determined the contribution of the genetic network subserving contrast perception to baseline refractive development and optical-defocus-driven eye emmetropization.

## Methods

### Ethics approval and consent to participate

A total of 298 mice comprising collaborative cross (129S1/svlmj, A/J, C57BL/6J, CAST/EiJ, NOD/ShiLtJ, NZO/HlLtJ, PWK/PhJ, and WSB/EiJ mice) were used in this study. Mice were obtained from the Jackson Laboratory (Bar Harbor, ME) and were maintained as an in-house breeding colony. Food and water were provided ad libitum. All procedures adhered to the Association for Research in Vision and Ophthalmology (ARVO) statement on the use of animals in ophthalmic and vision research and were approved by the Columbia University Institutional Animal Care and Use Committee (IACUC). Animals were anesthetized via intraperitoneal injection of ketamine (90 mg/kg) and xylazine (10 mg/kg) and were euthanized using CO_2_ followed by cervical dislocation. The study was carried out in compliance with the ARRIVE 2.0 guidelines (Animal Research: Reporting of In Vivo Experiments), including both the “ARRIVE Essential 10” requirements, which describe information that is the basic minimum to include in a manuscript, and the “ARRIVE Recommended Set” requirements, which add context to the described study [116].

### Analysis of contrast sensitivity

Contrast sensitivity was measured at P40 using a virtual optomotor system (Mouse OptoMotry System, Cerebral Mechanics) (Additional file 1: Tables S3), as previously described [117]. Briefly, the animal to be tested was placed on a platform surrounded by four computer screens displaying a virtual cylinder comprising a vertical sine wave grating in 3D coordinate space. The OptoMotry software controlled the speed of rotation, direction of rotation, the frequency of the grating and its contrast. Contrast sensitivity was measured at six spatial frequencies, i.e. 0.031, 0.064, 0.092, 0.103, 0.192, and 0.272 cycles/degree (cpd) using the staircase procedure. The contrast was systematically decreased from 100% using the staircase procedure until the minimum contrast capable of eliciting a response (contrast sensitivity) was determined. The staircase procedure was such that 3 correct answers in a row advanced it to a lower contrast, while 1 wrong answer returned it to a higher contrast. The contrast sensitivity at each frequency was calculated as a reciprocal of the contrast threshold, which was calculated as a Michelson contrast from the screen luminances ($$\frac{{I_{{\max }} - I_{{\min }} }}{{I_{{\max }} + I_{{\min }} }}$$; I_white_ = 208.25 cd/m^2^, I_black_ = 0.21 cd/m^2^)

### Analysis of refractive state of the eye

We measured baseline refractive errors in both left and right eyes on alert animals at P40 using an automated eccentric infrared photorefractor as previously described (Additional file 1: Tables S1) [118, 119]. The animal to be refracted was immobilized using a restraining platform, and each eye was refracted along the optical axis in dim room light (< 1 lx), 20–30 min after the instillation of 1% tropicamide ophthalmic solution (Alcon Laboratories) to ensure mydriasis and cycloplegia. Refractive error measurements were automatically acquired by the photorefractor every 16 ms. Each successful measurement series (i.e., Purkinje image in the center of the pupil and stable refractive error for at least 5 s) was marked by a green LED flash, which was registered by the photorefractor software. Five independent measurement series were taken for each eye. Sixty individual measurements from each series, immediately preceding the green LED flash, were combined, and a total of 300 measurements (60 measurements × 5 series = 300 measurements) were collected for each eye. Data for the left and right eyes were combined (600 measurements total) to calculate the mean refractive error and standard deviation for each animal.

### Analysis of susceptibility to form-deprivation myopia

We measured the extent of myopia induced by diffuser-imposed retinal image degradation (visual form deprivation) (Additional file 1: Tables S2). Visual form deprivation was induced in one of the eyes by applying plastic diffusers and refractive development of the treated eye was compared to that of the contralateral eye, which was not treated with a diffuser, as previously described [50, 120]. Diffusers represented low-pass optical filters, which degraded the image projected onto the retina by removing high spatial frequency details. Hemispherical plastic diffusers were made from zero power rigid contact lenses manufactured from OP3 plastic (diameter = 7.0 mm, base curve = 7.0 mm; Lens.com) and Bangerter occlusion foils (Precision Vision). Diffusers were inserted into 3D-printed plastic frames (Proto Labs). On the first day of the experiment (P24), animals were anesthetized via intraperitoneal injection of ketamine and xylazine, and frames with diffusers were attached to the skin surrounding the eye with six stitches using size 5-0 ETHILON™ microsurgical sutures (Ethicon) and reinforced with Vetbond™ glue (3M Animal Care Products) (the contralateral eye served as a control). Toenails were covered with adhesive tape to prevent mice from removing the diffusers. Animals recovered on a warming pad and were then housed under low-intensity constant light in transparent plastic cages for the duration of the experiment as previously described [50, 120]. Following 21 days of visual form deprivation (from P24 through P45), diffusers were removed and the refractive state of both treated and control eyes was assessed using an automated infrared photorefractor as previously described [118, 119]. The interocular difference in refractive error between the treated and contralateral control eye was used as a measure of induced myopia.

### RNA extraction and RNA-seq

Animals were euthanized following an IACUC-approved protocol. Eyes were enucleated, the retinae were dissected from the enucleated eyes. The retinae were washed in RNAlater (Thermo Fisher Scientific) for 5 min., frozen in liquid nitrogen, and stored at − 80 °C. To isolate RNA, tissue samples were homogenized at 4 °C in a lysis buffer using Bead Ruptor 24 tissue homogenizer (Omni). Total RNA was extracted from each tissue sample using miRNAeasy mini kit (QIAGEN) following the manufacturer’s protocol. The integrity of RNA was confirmed by analyzing 260/280 nm ratios (Ratio_260/280_ = 2.11–2.13) on a Nanodrop (Thermo Scientific) and the RNA Integrity Number (RIN = 9.0–10.0) using Agilent Bioanalyzer. Illumina sequencing libraries were constructed from 1 μg of total RNA using the TruSeq Stranded Total RNA LT kit with the Ribo-Zero Gold ribosomal RNA depletion module (Illumina). Each library contained a specific index (barcode) and were pooled at equal concentrations using the randomized complete block (RCB) experimental design before sequencing on Illumina HiSeq 2500 sequencing system. The number of libraries per multiplexed sample was adjusted to ensure sequencing depth of ~ 70 million reads per library (paired-end, 2 × 100 bp). The actual sequencing depth was 76,773,554 ± 7,832,271 with read quality score 34.5 ± 0.4.

### Post-sequencing RNA-seq data validation and analysis

The FASTQ raw data files generated by the Illumina sequencing system were imported into Partek Flow software package (Partek), libraries were separated based on their barcodes, adapters were trimmed and remaining sequences were subjected to pre-alignment quality control using the Partek Flow pre-alignment QA/QC module. After the assessment of various quality metrics, bases with the quality score < 34 were removed (≤ 5 bases) from each end. Sequencing reads were then mapped to the mouse reference genome Genome Reference Consortium Mouse Build 38 (GRCm38/mm10, NCBI) using the STAR aligner resulting in 95.0 ± 0.4% mapped reads per library, which covered 35.4 ± 1.0% of the genome. Aligned reads were quantified to transcriptome using the Partek E/M annotation model and the NCBI’s RefSeq annotation file to determine read counts per gene/genomic region. The generated read counts were normalized by the total read count and subjected to the analysis of variance (ANOVA) to detect genes whose expression correlates with either refractive error, susceptibility to myopia or contrast sensitivity. Differentially expressed transcripts were identified using a *p* value threshold of 0.05 adjusted for genome-wide statistical significance using Storey’s q­-value algorithm [121]. To identify sets of genes with coordinate expression, differentially expressed transcripts were clustered using the Partek Flow hierarchical clustering module, using average linkage for the cluster distance metric and Euclidean distance metric to determine the distance between data points. Each RNA-seq sample was analyzed as a biological replicate, thus, resulting in three biological replicates per strain.

### Gene ontology analysis and identification of canonical signaling pathways

To identify biological functions (gene ontology categories), which were significantly associated with the genes whose expression correlated with baseline refractive errors, susceptibility to myopia or contrast sensitivity, we used the database for annotation, visualization and integrated discovery (DAVID) version 6.8 [122] and GOplot R package version 1.0.2 [123]. DAVID uses a powerful gene-enrichment algorithm and Gene Concept database to identify biological functions (gene ontology categories) affected by differential genes. GOplot integrates gene ontology information with gene expression information and predicts the effects of gene expression changes on biological processes. DAVID uses a modified Fisher's exact test (EASE score) with a *p*-value threshold of 0.05 to estimate the statistical significance of enrichment for specific gene ontology categories. The IPA Pathways Activity Analysis module (Ingenuity Pathway Analysis, QIAGEN) was used to identify canonical pathways encoded by the genes involved in baseline refractive eye development, susceptibility to myopia or contrast perception, and to predict the effects of gene expression differences in different mouse strains on the pathways. The activation z-score was employed in the Pathways Activity Analysis module to predict activation or suppression of the canonical pathways. The z-score algorithm is designed to reduce the chance that random data will generate significant predictions. The z-score provides an estimate of statistical quantity of change for each pathway found to be statistically significantly affected by the changes in gene expression. The significance values for the canonical pathways were calculated by the right-tailed Fisher's exact test. The significance indicates the probability of association of molecules from a dataset with the canonical pathway by random chance alone. The Pathways Activity Analysis module determines if canonical pathways, including functional end-points, are activated or suppressed based on the gene expression data in a dataset. Once statistically significant canonical pathways were identified, we subjected the datasets to the Core Functional Analysis in IPA to compare the pathways and identify key similarities and differences in the canonical pathways underlying baseline refractive development, susceptibility to myopia and contrast sensitivity.

### Identification of genes linked to human myopia and other human genetic disorders

All mouse genes, which were found to be associated with baseline refractive errors, susceptibility to myopia or contrast sensitivity were analyzed for their association with human genetic disorders. To identify genes linked to human myopia, we compared the genes that we found in mice with a list of genes located within human myopia quantitative trait loci (QTLs). We first compiled a list of all single-nucleotide polymorphisms (SNPs) or markers exhibiting a statistically significant association with myopia in the human linkage or genome-wide association studies (GWAS) using the Online Mendelian Inheritance in Man (OMIM) (McKusick-Nathans Institute of Genetic Medicine, Johns Hopkins University) and NHGRI-EBI GWAS Catalog [124] databases. The LDlink’s LDmatrix tool (National Cancer Institute) was used to identify SNPs in linkage disequilibrium and identify overlapping chromosomal loci. We then used the UCSC Table Browser to extract all genes located within critical chromosomal regions identified by the human linkage studies or within 200 kb (± 200 kb) of the SNPs found by GWAS. The list of genes located within human QTLs was compared with the list of genes that we found in mice using Partek Genomics Suite (Partek). To identify genes associated with human genetic disorders unrelated to myopia, we screened mouse genes that we found in this study against the Online Mendelian Inheritance in Man (OMIM) (McKusick-Nathans Institute of Genetic Medicine, Johns Hopkins University) database.

### Statistical data analysis and data graphing

Statistical analyses of the RNA-seq data were performed using statistical modules integrated into Partek Flow (Partek), DAVID [122] and IPA (QIAGEN) software packages and described in the corresponding sections. Other statistical analyses were performed using the STATISTICA software package (StatSoft). The statistical significance of the overlaps between gene datasets was estimated using probabilities associated with the hypergeometric distribution as implemented in the Bioconductor R software package GeneOverlap and associated functions. Data graphing and visualization was performed using Partek Flow (Partek) and IPA (QIAGEN) graphing and visualization modules, as well as Prism 8 for Windows (GraphPad) and GOplot R package [123].

## Results

### Contrast sensitivity and susceptibility to form-deprivation myopia exhibit strong interdependence in mice

To investigate the role of contrast in defocus perception and refractive eye development, we analyzed the relationship between contrast sensitivity, baseline refractive error, and susceptibility to form-deprivation myopia in eight genetically diverse strains of mice comprising collaborative cross, i.e., 129S1/svlmj, A/J, C57BL/6J, CAST/EiJ, NOD/ShiLtJ, NZO/HlLtJ, PWK/PhJ, and WSB/EiJ mice, at P40-P45.

Analysis of baseline refractive errors and susceptibility to form-deprivation myopia in these mice (Fig. 1A, B; Additional file 1: Tables S1 and S2) revealed that although both parameters were clearly influenced by the differences in genetic background between the strains (ANOVA_refractive error_, F(7, 145) = 429.8, *p* < 0.00001; ANOVA_myopia_, F(7, 48) = 9.8, *p* < 0.00001) and both baseline refractive error and susceptibility to form-deprivation myopia were inherited as quantitative traits, correlation between baseline refractive error and susceptibility to myopia was weak (r = 0.2686, *p* = 0.0305; Additional file 2: Figure S1). Therefore, we then analyzed contrast sensitivity in all eight strains of mice (Fig. 1C; Additional file 1: Table S3) and found that genetic background strongly influenced contrast sensitivity (ANOVA_contrast_, F(7, 57) = 1837.7, *p* < 0.00001). Moreover, contrast sensitivity was also inherited as a quantitative trait. Linear regression analysis showed that the correlation between contrast sensitivity and baseline refractive error was not statistically significant (r = 0.1058, *p* = 0.4014) (Fig. 1D), whereas contrast sensitivity and form-deprivation myopia exhibited a positive statistically significant correlation (r = 0.5723, *p* < 0.0001) (Fig. 1E). Mouse strain-specific contrast sensitivity profiles revealed largely consistent differences between the strains at all frequencies (Fig. 1F; Additional file 1: Table S3), with maximum contrast sensitivity recorded at 0.064 cpd. Therefore, contrast sensitivity at 0.064 cpd was used for all further analyses.

**Fig. 1:**
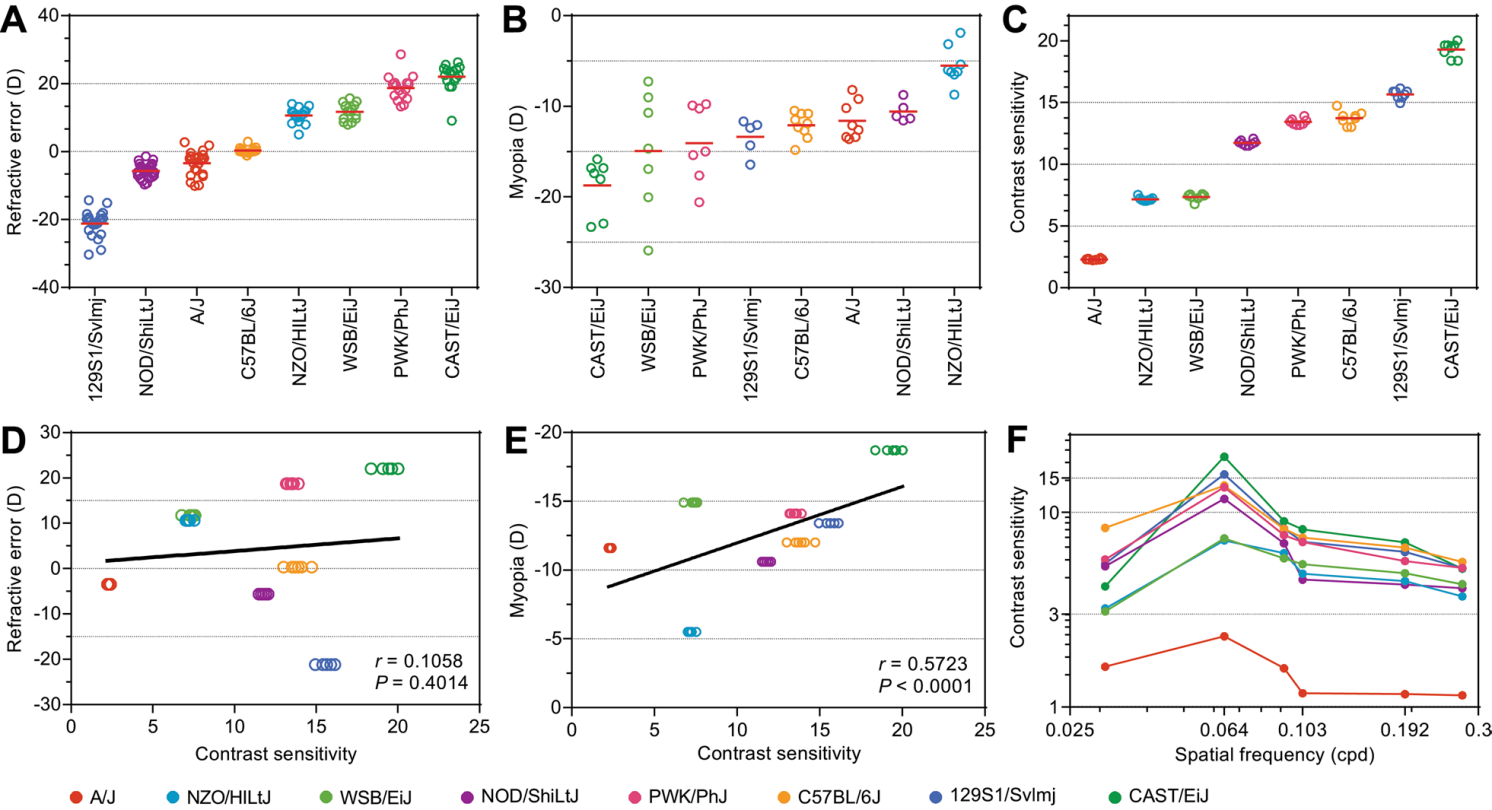
Contrast sensitivity strongly correlates with susceptibility to form-deprivation myopia in mice. **a** Baseline refractive errors range from highly myopic to highly hyperopic in mice depending on the genetic background. Horizontal red lines show mean refractive errors for each strain, while each dot corresponds to mean refractive errors of individual animals. **b** Susceptibility to form-deprivation myopia in mice is determined by genetic background. Horizontal red lines identify means of induced myopia for each strain, while each dot represents a mean interocular difference between the treated eye and contralateral control eye for individual animals. **c** Contrast sensitivity in mice is determined by genetic background. Horizontal red lines identify means of contrast sensitivity for each strain, while each dot represents a mean contrast sensitivity for individual animals. **d** Baseline refractive error does not correlate with sensitivity to contrast. Linear regression showing lack of correlation between baseline refractive error and contrast sensitivity. r, Pearson’s correlation coefficient; P, Pearson’s correlation significance. **e** Susceptibility to form-deprivation myopia correlates with sensitivity to contrast. Linear regression showing correlation between form-deprivation myopia and contrast sensitivity. r, Pearson’s correlation coefficient; P, Pearson’s correlation significance. **f** Contrast sensitivity profiles in eight genetically different strains of mice. Contrast sensitivity was measured at 0.031, 0.064, 0.092, 0.103, 0.192, and 0.272 cycles/degree (cpd). Colors identify different strains of mice as shown at the bottom

Collectively, these data suggest that processing of contrast by the retina plays an important role in optical defocus detection, visually regulated eye growth and susceptibility to form-deprivation myopia. On the other hand, contrast sensitivity does not seem to play any substantial role in baseline refractive eye development.

### Contrast sensitivity, baseline refractive eye development, and susceptibility to form-deprivation myopia are controlled by diverse sets of genes and signaling pathways

Our data suggested that contrast sensitivity exhibited strong correlation with susceptibility to form-deprivation myopia and very weak correlation with baseline refractive error. Therefore, we then set out to investigate whether these observations would be reflected at the level of molecular signaling underlying contrast perception, baseline refractive eye development, and the development of form-deprivation myopia. 

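Retinal RNA was sequenced from 24 mice at postnatal day 28, 3 from each of 8 inbred strains. These are the founder strains of the Collaborative Cross, a mouse population bred to carry diverse genetic backgrounds. WSB/EiJ, PWK/PhJ and CAST/EiJ are the 3 wild-derived strains among them, and the other strains are NZO/HlLtJ, 129S1/SvlmJ, NOD/ShiLtJ, A/J and C57BL/6J. Libraries were made from total RNA after removal of ribosomal RNA, and the authors aligned the reads to GRCm38/mm10 with STAR. Reads were assigned to genes with the expectation-maximization model of Partek Flow, which divides a read between the transcripts it matches. The authors then divided each gene's count by the library's total read count, and the deposited values are cpm (the count scaled to a fixed total of reads) with 0.0001 added to each. Because the model gives fractional counts, only 85.3% to 87.7% of the low values in a library were whole numbers of reads, and no count-based test was used. The size of 1 read in cpm gave a total of 57,607,000 to 78,150,000 reads per library, with a median of 68,942,000 and a mean of 68,469,000 ± 6,715,000 (SD, n = 24). The depth stated in the paper is 76,773,554 ± 7,832,271 reads, and the deposited values use the lower totals. Within strains the median (and range) was 62,648,000 (61,529,000 to 76,306,000) in 129S1/SvlmJ, 63,205,000 (61,769,000 to 76,303,000) in A/J, 62,595,000 (59,420,000 to 78,150,000) in C57BL/6J and 76,607,000 (72,972,000 to 77,886,000) in CAST/EiJ. It was 74,452,000 (71,688,000 to 76,172,000) in NOD/ShiLtJ, 68,311,000 (63,760,000 to 69,574,000) in NZO/HlLtJ, 65,426,000 (58,627,000 to 70,453,000) in PWK/PhJ and 65,980,000 (57,607,000 to 71,815,000) in WSB/EiJ. At these depths 3 reads, taken as the limit of detection, correspond to 0.0384 to 0.0521 cpm, which covers counting error only. Whether reads were counted by strand is not stated in the paper's text, so genes that overlap on either strand may share reads.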

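The 16,400 genes with a mean of at least 0.5 cpm were tested. The log2 of each value plus 1 was regressed on the strain's mean phenotype with limma's moderated test, which borrows information on the spread between libraries across genes, and a gene is called associated with a phenotype at a Storey q-value under 0.01. Slopes are on this log2(cpm + 1) scale, which understates the changes of genes with low values. As in the paper's methods, each library was a replicate, although the 3 libraries of a strain share 1 phenotype value. Mean baseline refractive errors in diopters (D), calculated from Table S1, were -21.2 ± 3.86 (SD, n = 22 mice) in 129S1/SvlmJ, -5.66 ± 1.99 (n = 30) in NOD/ShiLtJ, -3.46 ± 3.56 (n = 23) in A/J and 0.313 ± 0.929 (n = 15) in C57BL/6J. They were 10.6 ± 2.22 (n = 17) in NZO/HlLtJ, 11.7 ± 2.54 (n = 14) in WSB/EiJ, 18.7 ± 3.78 (n = 16) in PWK/PhJ and 22.0 ± 4.04 (n = 16) in CAST/EiJ. Form-deprivation myopia, calculated from Table S2 and taken as positive, was 5.50 ± 2.11 D (n = 8) in NZO/HlLtJ, 10.6 ± 1.16 D (n = 5) in NOD/ShiLtJ, 11.6 ± 2.10 D (n = 8) in A/J and 12.1 ± 1.41 D (n = 9) in C57BL/6J. The remaining values were 13.4 ± 2.00 D (n = 5) in 129S1/SvlmJ, 14.1 ± 4.25 D (n = 7) in PWK/PhJ, 14.9 ± 6.61 D (n = 7) in WSB/EiJ and 18.7 ± 3.08 D (n = 7) in CAST/EiJ. Contrast sensitivity at 0.064 cycles per degree, from Table S3, was 7.17 ± 0.157 (n = 9) in NZO/HlLtJ, 7.35 ± 0.261 (n = 8) in WSB/EiJ, 11.7 ± 0.195 (n = 8) in NOD/ShiLtJ, 13.4 ± 0.257 (n = 8) in PWK/PhJ, 13.7 ± 0.571 (n = 8) in C57BL/6J, 15.7 ± 0.387 (n = 8) in 129S1/SvlmJ and 19.3 ± 0.615 (n = 8) in CAST/EiJ. For A/J the rounded value of 2.3 printed in Fig. 4A was used.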

To gain insight into the molecular signaling cascades involved in the regulation of these processes, we performed a genome-wide gene expression profiling in the retina of the eight mouse strains at P28 (age when refractive eye development in mice is progressing towards its stable plateau, but visual input is still influencing eye growth [50, 118]) using massively parallel RNA-sequencing (RNA-seq).

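Expression of 2542 of the 16,400 genes tested (15.5%) was associated with baseline refractive error. Of the genes with the largest moderated t-statistics in each direction, Optn, on chromosome 2 of GRCm38 from 5020642 to 5064052, rose from 36.5 ± 1.11 cpm (SD, n = 3) in 129S1/SvlmJ, the most myopic strain, to 83.1 ± 3.48 cpm in CAST/EiJ, the most hyperopic (t = 9.31, q = 2.11e-06). Slc29a1 (chromosome 17, 45585200 to 45599607) was at 3.02 to 3.62 cpm on average in 129S1/SvlmJ, NOD/ShiLtJ, A/J and C57BL/6J and at 12.7 to 24.9 cpm in the other strains (t = 9.27, q = 2.11e-06), and 6.86% of its exon bases overlap Gm17080. Armc10 (chromosome 5, 21645813 to 21662695) fell from 6.40 ± 0.222 cpm in 129S1/SvlmJ to 3.51 ± 0.204 cpm in CAST/EiJ (t = -11.9, q = 7.37e-08). Slc16a7 (chromosome 10, 125219270 to 125389466) fell from 11.0 ± 0.452 to 5.74 ± 0.134 cpm between the same strains (t = -10.2, q = 8.45e-07). Each of these 4 genes was also associated in all 8 fits that left out 1 strain, as were 513 of the 2542 genes (20.2%). The unit of replication moved the count most: with the mean of each strain's 3 libraries as 1 of 8 units, 0 genes passed the threshold, and 1876 (11.4%) had an unadjusted p under 0.05. In the 24 fits that each left out 1 library the count ranged from 1781 to 2746.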

We found that expression of at least 2050 genes (q-value < 0.01) correlated with baseline refractive error (Fig. 2A, Additional file 1: Table S4). These genes were organized in two clusters (Fig. 2A). The expression of 718 genes in the first cluster positively correlated with baseline refractive error (i.e., expression was increased in hyperopic animals and decreased in myopic animals), while the expression of 1332 genes in the second cluster negatively correlated with baseline refractive error (i.e., expression was decreased in hyperopic animals and increased in myopic animals). 

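In the deposited values, 901 of the 2542 associated genes had a positive slope against baseline refractive error and 1641 (64.6%) a negative one. The division between the signs depended on how libraries were scaled. After each library was rescaled by its median ratio to the geometric mean library, 1244 of 2705 associated genes (46.0%) had a positive slope. After quantile normalization 1316 of 2644 (49.8%) did. Of the 2542 genes, 2353 (92.6%) were also associated after median-ratio scaling and 2158 (84.9%) after quantile normalization.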

Analysis of the gene ontology categories associated with biological processes revealed 88 biological processes, which were involved in baseline refractive eye development (Fig. 2B, Additional file 1: Table S7). Among these processes, several were linked to visual perception, synaptic transmission, cell–cell communication, retina development, and DNA methylation, which suggests that these processes play an important role in baseline refractive eye development. 

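The gene ontology analysis was not repeated here. In its place, gene lists written by hand were compared with the associated genes by a one-sided Fisher's exact test against the other genes tested, with Benjamini-Hochberg adjustment over 18 tests (6 lists and 3 phenotypes). Of 32 phototransduction genes, 9 were associated with baseline refractive error, all with positive slopes also under the other scalings (Cngb3, Gngt1, Grk1, Guca1a, Guca1b, Gucy2f, Pde6a, Pde6c and Rcvrn), a share of 28.1% against 15.5% of all genes (exact test, adjusted p = 0.178). The synaptic transmission list had 7 of 40 genes associated (adjusted p = 0.593 by the exact test), and the DNA and histone methylation list 7 of 31 (adjusted p = 0.389). The clustered protocadherins are neighbouring genes for cell adhesion proteins, some of which share constant exons. They had 21 of 56 associated (37.5%, adjusted p = 0.000895 by the exact test), 6 of them with positive slopes. Adjusted over the list alone, 9 phototransduction, 7 synaptic transmission, 5 methylation and 21 protocadherin genes passed the same threshold. Camera, which compares the t-statistics of a list with those of other genes at a preset correlation, gave an adjusted p of 3.53e-05 for phototransduction and 0.0184 for protocadherins. Both passed under fry, used here as a test without direction. So did all 18 tests (largest adjusted p 0.0161), so fry does not single out these lists. Neither held under camera with an estimated correlation (smallest adjusted p 0.499). With the phenotype values reassigned among the strains, 2 of 100 assignments gave as many associated phototransduction genes and 3 as many protocadherins. As many methylation genes were reached in 4 and as many synaptic transmission genes in 6. These counts were not scaled to the total of each assignment. Only 2 of 100 assignments, the real one included, gave as many associated genes in all as the 2542 observed. A low number here thus does not single out a list. The methylation list fell from 7 to 4 genes without any 1 of the CAST/EiJ libraries TA031 and TA032 and the PWK/PhJ libraries TA022, TA023 and TA024.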

Gene ontology data were complemented by the analysis of canonical signaling pathways, which revealed that signaling pathways related to β-adrenergic signaling, protein kinase A signaling, dopamine receptor signaling, HIPPO signaling, mTOR signaling, phototransduction pathway, axonal guidance signaling, synaptic long term potentiation, and oxidative stress response signaling, among others, are involved in baseline refractive eye development (Fig. 2C, Additional file 1: Table S10).

**Fig. 2:**
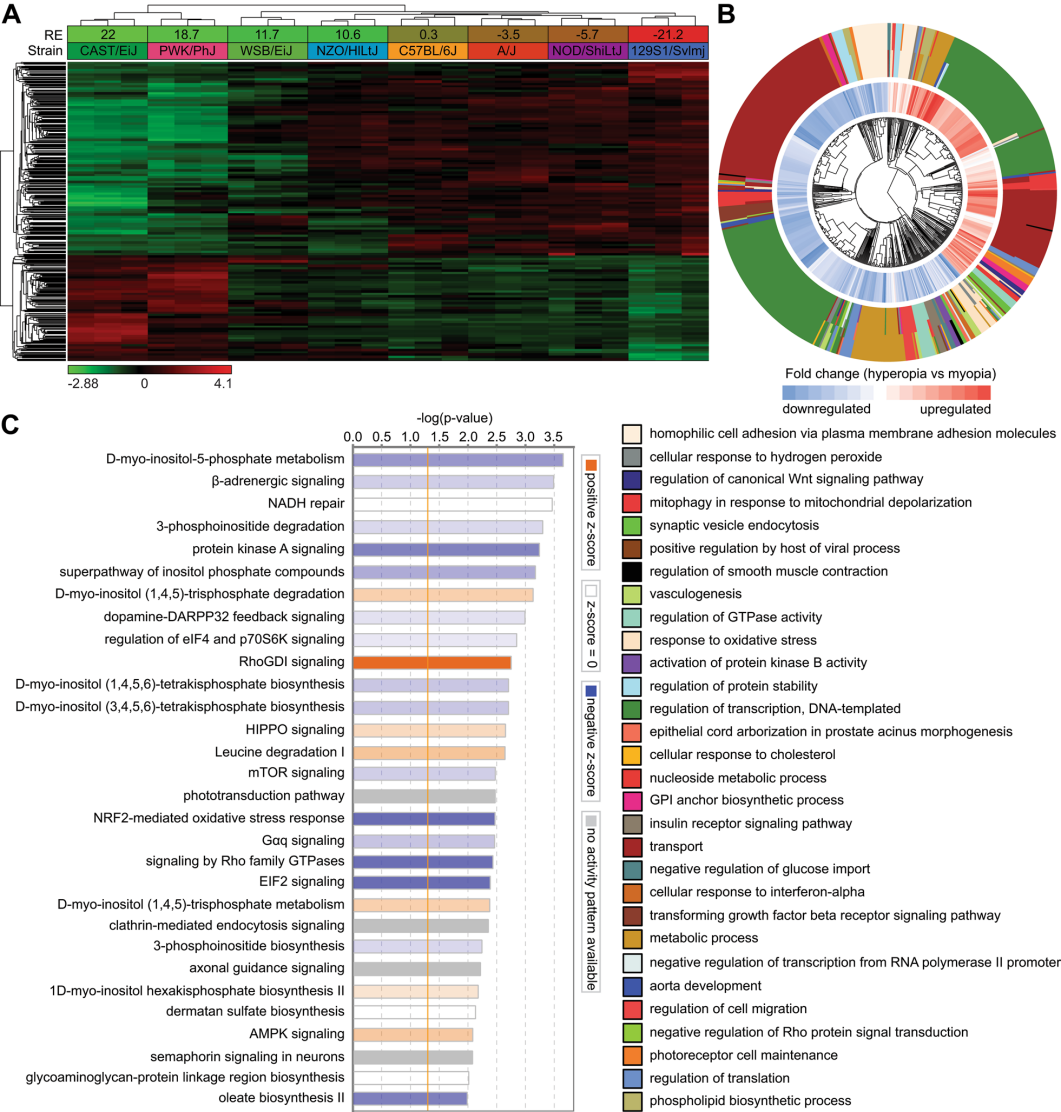
Genetic network underlying baseline refractive eye development controls diverse biological functions and signaling pathways. **a** Expression of 2,050 genes (q-value < 0.01) is influenced by genetic background and correlates with baseline refractive errors. Hierarchical clustering shows that differential genes are organized in two clusters: one (top) cluster exhibits increased expression in the myopic mice, and the second (bottom) cluster shows increased expression in the hyperopic mice. **b** Top 30 biological processes affected by the genes involved in baseline refractive eye development. Outer circle of the hierarchical clustering diagram shows hierarchical clusters of biological processes (identified by different colors); inner circle shows clusters of the associated genes up- or down-regulated in hyperopic mice versus myopic mice. **c** Top 30 canonical pathways affected by the genes associated with baseline refractive eye development. Horizontal yellow line indicates *p* = 0.05. Z-scores show activation or suppression of the corresponding pathways in animals with hyperopia versus animals with myopia

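By limma's moderated F-test over the 8 strains, 15,948 of the 16,400 genes tested (97.2%) differed between strains at a q-value under 0.01. Across genes, which are not independent replicates, the correlation of log2 values was 0.989 to 0.998 between libraries of one strain and at most 0.986 between libraries of different strains. No pair of libraries held identical values. The first principal component took 31.3% of the variance. Its mean was 36.5 in CAST/EiJ and 34.2 in PWK/PhJ, and between -14.2 and -5.07 in the remaining strains.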

Analysis of the relationship between gene expression and susceptibility to form-deprivation myopia uncovered that expression of at least 1347 genes (q-value < 0.01) correlated with susceptibility to form-deprivation myopia (Fig. 3A, Additional file 1: Table S5), including 455 genes whose expression positively correlated with susceptibility to form-deprivation myopia (i.e., expression was increased in animals with high susceptibility to form-deprivation myopia and decreased in animals with low susceptibility to form-deprivation myopia) and 892 genes which exhibited a negative correlation with susceptibility to myopia (i.e., expression was decreased in animals with high susceptibility to form-deprivation myopia and increased in animals with low susceptibility to form-deprivation myopia). 

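Expression of 1793 of the 16,400 genes tested (10.9%) was associated with susceptibility to form-deprivation myopia, 650 with a positive and 1143 (63.7%) with a negative slope. With median-ratio scaling 868 of 1825 associated genes (47.6%) had a positive slope, and with quantile normalization 835 of 1785 (46.8%). The long non-coding RNA E430024P14Rik, on chromosome 17 from 7881106 to 7946427, had the largest t (16.4, q = 6.67e-11), with 0.138 ± 0.0379 cpm (SD, n = 3) in NZO/HlLtJ, the least susceptible strain, and 2.29 ± 0.0599 cpm in CAST/EiJ, the most susceptible. The antisense gene Tagap shares 14.7% of its exon bases. Bmp1 (chromosome 14, 70474558 to 70520235) rose from 3.25 ± 0.230 to 6.83 ± 0.302 cpm between these strains (t = 9.73, q = 1.27e-06). Traf3ip3 (chromosome 1, 193175453 to 193201704) fell from 7.53 ± 0.185 to 4.07 ± 0.380 cpm (t = -10.2, q = 8.74e-07), and Zfp473 (chromosome 7, 44731480 to 44751051) from 1.38 ± 0.140 to 0.278 ± 0.0559 cpm (t = -10.1, q = 8.74e-07). All 4 were associated in each fit that left out 1 strain, and 85 of the 1793 genes (4.74%) were. The count was 312 without CAST/EiJ and 3390 without NZO/HlLtJ. Leaving out 1 library gave 727 to 1920 genes, and the 3 lowest counts came without the CAST/EiJ libraries TA032 (727), TA031 (803) and TA033 (994). On strain means 0 genes passed, with 1446 (8.82%) at an unadjusted p under 0.05.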

Gene ontology analysis revealed potential involvement of the biological processes related to axonogenesis, transport, fatty acid oxidation, aging, insulin secretion, cell proliferation, cell–cell adhesion, and cellular response to hypoxia, among others (Fig. 3B, Additional file 1: Table S8). Furthermore, analysis of canonical signaling pathways pointed to the important role of G2/M DNA damage checkpoint regulation, iron homeostasis signaling pathway, tight junction signaling, sirtuin signaling pathway, α-adrenergic and β-adrenergic signaling, HIPPO signaling, mTOR signaling, amyotrophic lateral sclerosis signaling, axonal guidance signaling, and growth hormone signaling, among others (Fig. 3C, Additional file 1: Table S11).

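Of 26 genes of a hand-written list for the response to hypoxia, 3 were associated with susceptibility to form-deprivation myopia (Eno1, Hif1a and Vegfa), 11.5% against 10.9% of all genes tested (Fisher's exact test, adjusted p = 0.676). Adjusted over the list alone 2 passed. Without the CAST/EiJ library TA031 0 were associated, with 10 at an unadjusted p under 0.05, and without TA032 1 was. Among clustered protocadherins, as a list for cell adhesion, 10 of 56 genes were associated, 5 with positive slopes (exact test, adjusted p = 0.180), 9 adjusted over the list alone and 3 without any 1 of TA031, TA032 and TA033.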

**Fig. 3:**
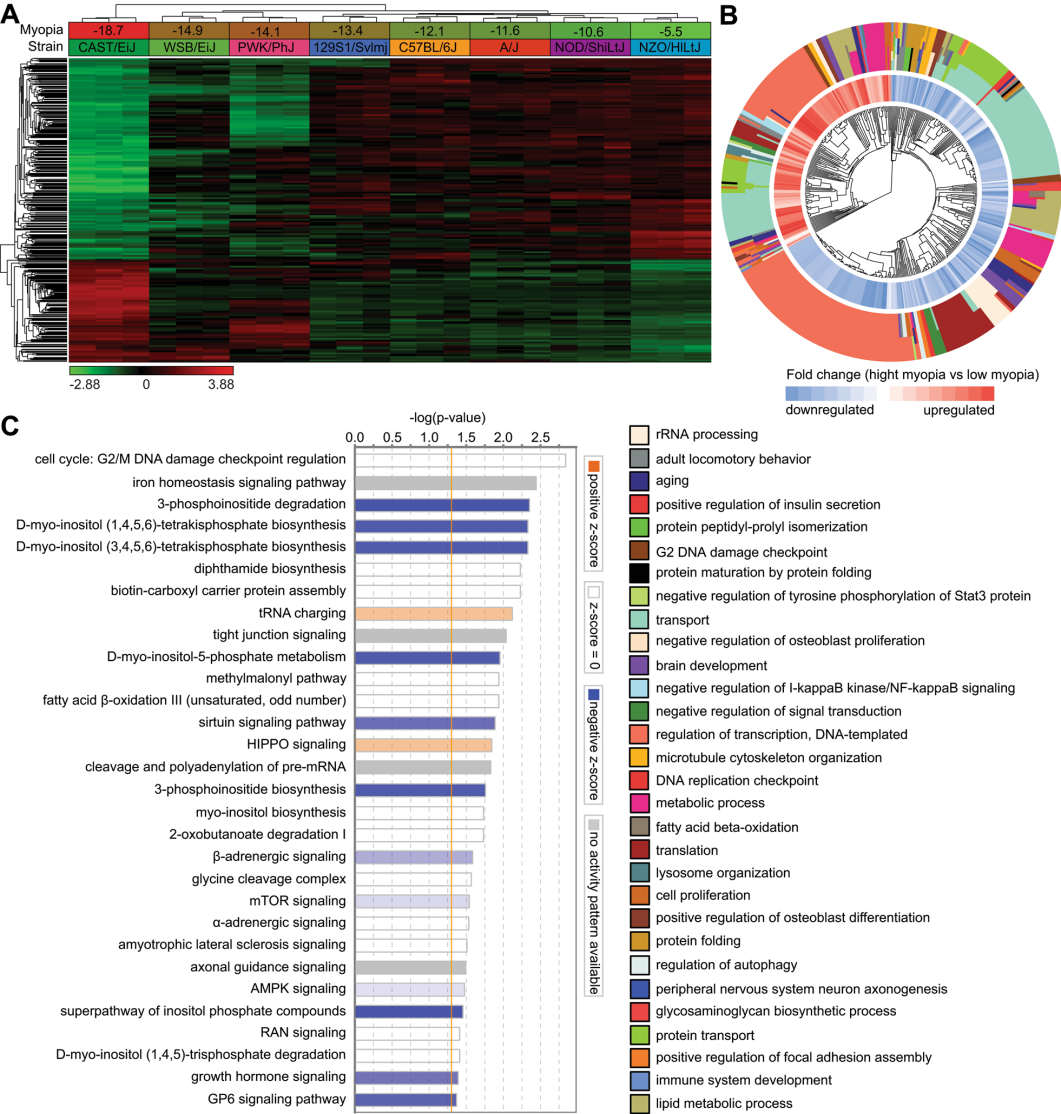
Genetic network subserving susceptibility to form-deprivation myopia controls diverse biological functions and signaling pathways. **a** Expression of 1347 genes (q-value < 0.01) is influenced by genetic background and correlates with susceptibility to form-deprivation myopia. Hierarchical clustering shows that differential genes are organized in two clusters: one (top) cluster exhibits increased expression in mice with low susceptibility to myopia, and the second (bottom) cluster shows increased expression in mice with high susceptibility to myopia. **b** Top 30 biological processes affected by the genes involved in optical defocus detection and the development of form-deprivation myopia. Outer circle of the hierarchical clustering diagram shows hierarchical clusters of biological processes (identified by different colors); inner circle shows clusters of the associated genes up- or down-regulated in mice with high susceptibility to myopia versus mice with low susceptibility to myopia. **c** Top 30 canonical pathways affected by the genes associated with optical defocus detection and the development of form-deprivation myopia. Horizontal yellow line indicates *p* = 0.05. Z-scores show activation or suppression of the corresponding pathways in animals with high susceptibility to form-deprivation myopia versus animals with low susceptibility to form-deprivation myopia

We found that regulation of contrast sensitivity in mice is associated with differential expression of at least 1024 genes in the retina (q-value < 0.01) (Fig. 4A, Additional file 1: Table S6). 

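Expression of 1191 of the 16,400 genes tested (7.26%) was associated with contrast sensitivity. The mean over each strain's libraries as the unit gave 0 genes, with 1164 (7.10%) at an unadjusted p under 0.05. Without CAST/EiJ, the strain with the highest contrast sensitivity, 236 genes were associated. Without 129S1/SvlmJ there were 1952, and 57 of the 1191 genes (4.79%) were associated in all 8 fits that left out 1 strain. Across the 24 fits that left out 1 library the count ranged from 386 to 1376. It fell most without the CAST/EiJ libraries TA033 (386), TA031 (459) and TA032 (574), followed by the A/J libraries TA020 (659) and TA021 (789). The Benjamini-Hochberg adjusted p-value in place of Storey's q-value gave 656.

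**Figure D1:**
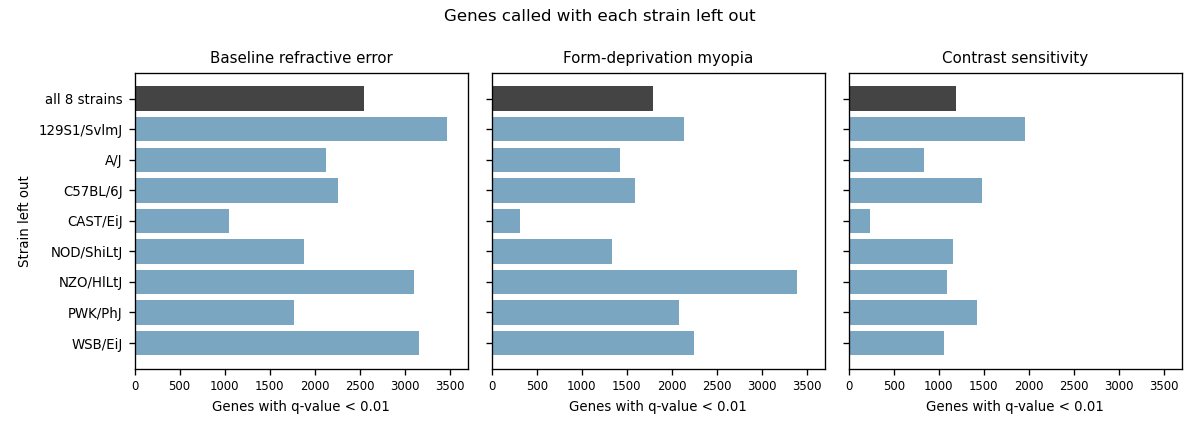
Number of genes associated with each phenotype (q-value under 0.01, horizontal axis from 0) with all 8 strains and with each strain left out in turn (vertical axis), 1 panel per phenotype. Without CAST/EiJ the bars stand at 1047 genes for refractive error, 312 for form-deprivation myopia and 236 for contrast sensitivity.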

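Of the genes associated with contrast sensitivity, 588 had a positive and 603 (50.6%) a negative slope. The largest positive t was that of 5730409E04Rik, a protein-coding gene on chromosome 4 from 126609818 to 126614372, which rose from 5.43 ± 0.624 cpm (SD, n = 3) in A/J, the strain with the lowest contrast sensitivity, to 15.7 ± 1.02 cpm in CAST/EiJ, the strain with the highest (t = 9.34, q = 5.53e-06). It was followed by Gm28437 (t = 8.29), an unprocessed pseudogene on chromosome 1 from 24613189 to 24613972. Every 31-base word of its transcript also occurs in the mitochondrial gene mt-Co3, so that reads cannot be assigned to it and its value is uncertain. Plppr4 (chromosome 3, 117319139 to 117360877) had the largest negative t (-13.9, q = 2.71e-09), with 40.8 ± 2.35 cpm in A/J and 21.1 ± 1.11 cpm in CAST/EiJ. Asb3 (chromosome 11, 30885416 to 31102705) fell from 10.1 ± 0.320 to 7.37 ± 0.432 cpm (t = -8.41, q = 1.39e-05). These 4 genes were associated in all 8 fits without 1 strain.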

Expression of 489 of these genes was positively correlated with contrast sensitivity (i.e., expression was increased in animals with high contrast sensitivity and reduced in animals with low contrast sensitivity), whereas expression of 535 of these genes was negatively correlated with contrast sensitivity (i.e., expression was decreased in animals with high contrast sensitivity and increased in animals with low contrast sensitivity). 

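Among 34 circadian clock genes, 6 were associated with contrast sensitivity, 5 with positive slopes (Btrc, Fbxl21, Id2, Per1, Per3 and Rorb). Their share of 17.6%, against 7.26% of all genes tested, had an adjusted p of 0.165 (Fisher's exact test), and 6 passed adjusted over the list alone. Single libraries of CAST/EiJ and A/J decided the circadian count. It was 0 without the CAST/EiJ library TA031, with 9 genes at an unadjusted p under 0.05, 1 without TA032, TA033 or the A/J library TA020, and 2 without the A/J library TA019 or TA021. The phototransduction list had 5 of 32 genes associated (Grk1, Gucy2f, Opn1sw, Pde6b and Rgs9bp; exact test, adjusted p = 0.180), 4 with positive slopes, and 7 adjusted over the list alone. The slope of Pde6b changed sign under quantile normalization. The count was 0 without TA020, TA021, TA031, TA032 or TA033, with 11 to 14 genes at an unadjusted p under 0.05, and 1 without TA019. It was 2 and 3 without the WSB/EiJ libraries TA027 and TA026, and 8 without the 129S1/SvlmJ library TA010 or TA012. By camera the adjusted p for this list was 0.00611, which did not hold with an estimated correlation. Under fry this list passed, as did every list. The synaptic transmission list had 3 of 40 genes (exact test, adjusted p = 0.676) and 2 adjusted over the list alone. Clustered protocadherins had 11 of 56 genes (exact test, adjusted p = 0.0183), all with negative slopes, which they kept under the other scalings. Adjusted over the list alone 13 passed. The count was 3 without TA031 or TA033, 5 without TA019 or TA020 and 6 without TA021. Camera gave the protocadherins an adjusted p of 0.000657, which again did not hold with an estimated correlation. They passed under fry, as did every list. The DNA and histone methylation list had 5 of 31 genes (among them Dnmt3a, Ezh1, Ezh2 and Mbd1; exact test, adjusted p = 0.180), also 5 adjusted over the list alone. This count was 0 without TA031 or TA033, each with 12 genes at an unadjusted p under 0.05, 1 without TA032 or TA020, 2 without TA019 or TA021 and 3 without TA027.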

Interestingly, contrast sensitivity was found to be strongly associated with biological processes related to rhythmic process, entrainment of circadian clock by photoperiod, circadian regulation of gene expression, regulation of circadian rhythm, detection of light stimulus involved in visual perception, visual perception, receptor-mediated endocytosis, synapse assembly, cell adhesion, positive regulation of catenin import into nucleus, and RNA splicing (Fig. 4B, Additional file 1: Table S9). At the level of canonical signaling pathways, we found a strong association of contrast sensitivity with CD27 signaling, leucine degradation, senescence pathway, phototransduction pathway, melatonin signaling, synaptic long-term depression, relaxin signaling, PPARα/RXRα activation, HIPPO signaling, and DNA methylation signaling, among other pathways (Fig. 4C, Additional file 1: Table S12).

**Fig. 4:**
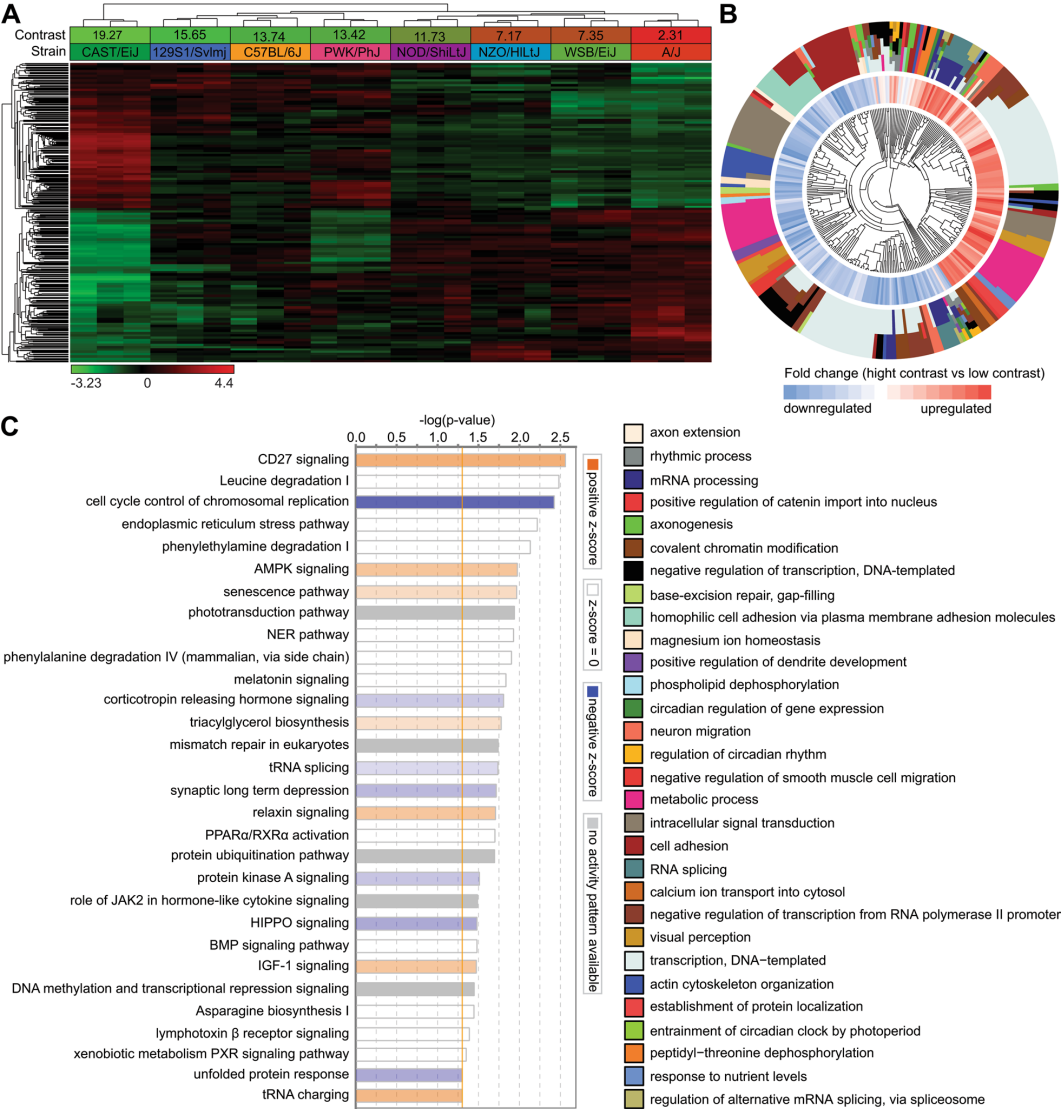
Genetic network underlying perception of contrast controls diverse biological functions and signaling pathways. **a** Expression of 1,024 genes (q-value < 0.01) is influenced by genetic background and correlates with sensitivity to contrast. Hierarchical clustering shows that differential genes are organized in two clusters: one (top) cluster exhibits increased expression in mice with high contrast sensitivity, and the second (bottom) cluster shows increased expression in mice with low contrast sensitivity. **b** Top 30 biological processes affected by the genes involved in contrast perception. Outer circle of the hierarchical clustering diagram shows hierarchical clusters of biological processes (identified by different colors); inner circle shows clusters of the associated genes up- or down-regulated in mice with high contrast sensitivity versus mice with low contrast sensitivity. **c** Top 30 canonical pathways affected by the genes associated with contrast perception. Horizontal yellow line indicates *p* = 0.05. Z-scores show activation or suppression of the corresponding pathways in animals with high contrast sensitivity versus animals with low contrast sensitivity

Taken together, these data highlight the complexity and diversity of biological processes and signaling pathways involved in refractive eye development and suggest that the correlation between contrast perception and susceptibility to form-deprivation myopia may be explained by the common signaling pathways underlying both processes. The relationship between contrast sensitivity and baseline refractive development appears to be less pronounced.

### Comparison of transcriptomes underlying contrast sensitivity and baseline refractive eye development reveals limited contribution of the genetic network regulating contrast perception to baseline refractive eye development

To elucidate the relationship between contrast perception and baseline refractive eye development, we analyzed the overlap between gene expression networks, biological processes, and signaling pathways underlying contrast sensitivity and baseline refractive development. We found that less than 13% of genes involved in the regulation of contrast sensitivity (136 genes) exhibited a correlation with baseline refractive error (OR = 1.9, *p* = 1.05 × 10^−12^) (Fig. 5A, Additional file 1: Table S13). These genes were involved in 11 biological processes shown in Fig. 5B (Additional file 1: Table S15), which implicate DNA and histone methylation, as well as cell adhesion and dendrite development. 

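Of the 1191 genes associated with contrast sensitivity, 177 (14.9%) were also associated with baseline refractive error, against 185 for unrelated sets of these sizes. Over the 16,400 genes tested the odds ratio was 0.948 (one-sided exact hypergeometric test, p = 0.748). The 3 phenotype values of each strain were also reassigned together among the 8 strains, which keeps the relation between the phenotypes. The 99 other assignments gave a median of 1 shared gene (0 to 159) and a median odds ratio of 0.0674 (0 to 1.29). Of the 100 assignments only the real one reached 177 shared genes, and 2, the real one included, reached its odds ratio. With all 28,802 genes as the background, a choice made after the values were seen, it was 1.86 (exact p = 2.82e-12). The genes added to this background were not tested and could not be associated, which raises the ratio by construction. The fit with no filter, which tested all 28,802 genes, gave 75 shared genes. The q-value limit of 0.05 gave 1313 shared genes and an odds ratio of 1.35 (exact p = 5.76e-14). Single strains and libraries decided the overlap. It was 4 genes without CAST/EiJ, 24 without A/J and 1013 without 129S1/SvlmJ (odds ratio 5.26). Across the 24 fits without 1 library it ranged from 9, without the CAST/EiJ library TA033, to 297, without the 129S1/SvlmJ library TA011. The count was 11 without TA031 and 15 without TA032, 57 to 78 without single A/J libraries (TA020, TA021 and TA019), 109 and 117 without the PWK/PhJ libraries TA024 and TA022 and 116 without the NZO/HlLtJ library TA030. Among these 24 fits the odds ratio was above 1 only without the 129S1/SvlmJ libraries TA010 (295 genes, 1.63), TA011 (1.79) and TA012 (277 genes, 1.84). On strain means 0 genes were shared, with 46 at an unadjusted p under 0.05 for both phenotypes.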

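The shared genes included 4 of the 31 DNA and histone methylation genes tested (among them Ezh1, Ezh2 and Mbd1), 12.9% against 1.08% of all genes (Fisher's exact test with Benjamini-Hochberg adjustment over 12 tests of shared genes, p = 0.00197). They also included 6 of the 56 clustered protocadherins, Pcdhb16 to Pcdhb21 (exact test, adjusted p = 0.000362), neighbouring members of one gene cluster whose similar sequences could share reads. Both counts rest on single libraries. Without the CAST/EiJ library TA031 or TA033, 0 methylation genes and 3 protocadherins were associated with contrast sensitivity, so no more than these could be shared. Without TA032 or the A/J library TA020, 1 methylation gene was.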

Importantly, both increased contrast sensitivity and hyperopic refractive errors were associated with suppression of many of these processes. 

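All 177 shared genes had the same sign of slope for both phenotypes, 86 negative and 91 positive. Of the 99 other assignments of the phenotype values to strains 56 gave shared genes, and in 50 of these all shared genes had the same sign (at least 80.0% in the others). The 6 protocadherins were negative, that is, lower in strains with high contrast sensitivity and hyperopia. Of the methylation genes, Ezh2 was negative and Ezh1 and Mbd1 positive. Without CAST/EiJ 4 genes were shared, and without the 3 wild-derived strains 20. None of these belonged to the 177, and all had opposite signs for the 2 phenotypes.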

Analysis of canonical signaling pathways affected by the genes whose expression correlates with both contrast sensitivity and baseline refractive error revealed that these two processes are controlled by largely distinct pathways (Fig. 5C, Additional file 1: Tables S10 and S12). Nevertheless, several canonical pathways involved in the regulation of contrast perception were also implicated in the regulation of baseline refractive eye development, including protein kinase A signaling, HIPPO signaling, leucine degradation, phototransduction pathway, AMPK signaling, senescence pathway, melatonin signaling, tRNA splicing, synaptic long-term depression, relaxin signaling, PPARα/RXRα activation, xenobiotic metabolism PXR signaling pathway, unfolded protein response, and DNA methylation and transcriptional repression signaling. Thus, although the overlap between the gene expression network underlying contrast perception and that underlying baseline refractive development is statistically significant, the cumulative evidence suggests that the overall impact of the gene expression network subserving contrast perception on baseline refractive eye development appears to be relatively low.

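The remaining 1014 genes associated with contrast sensitivity were not associated with baseline refractive error, and 2365 genes were associated with baseline refractive error alone. Although it calls the overlap of genes statistically significant, the paper proposes from the cumulative evidence, which includes largely distinct pathways, that the network for contrast perception has a relatively low impact on baseline refractive eye development.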

**Fig. 5:**
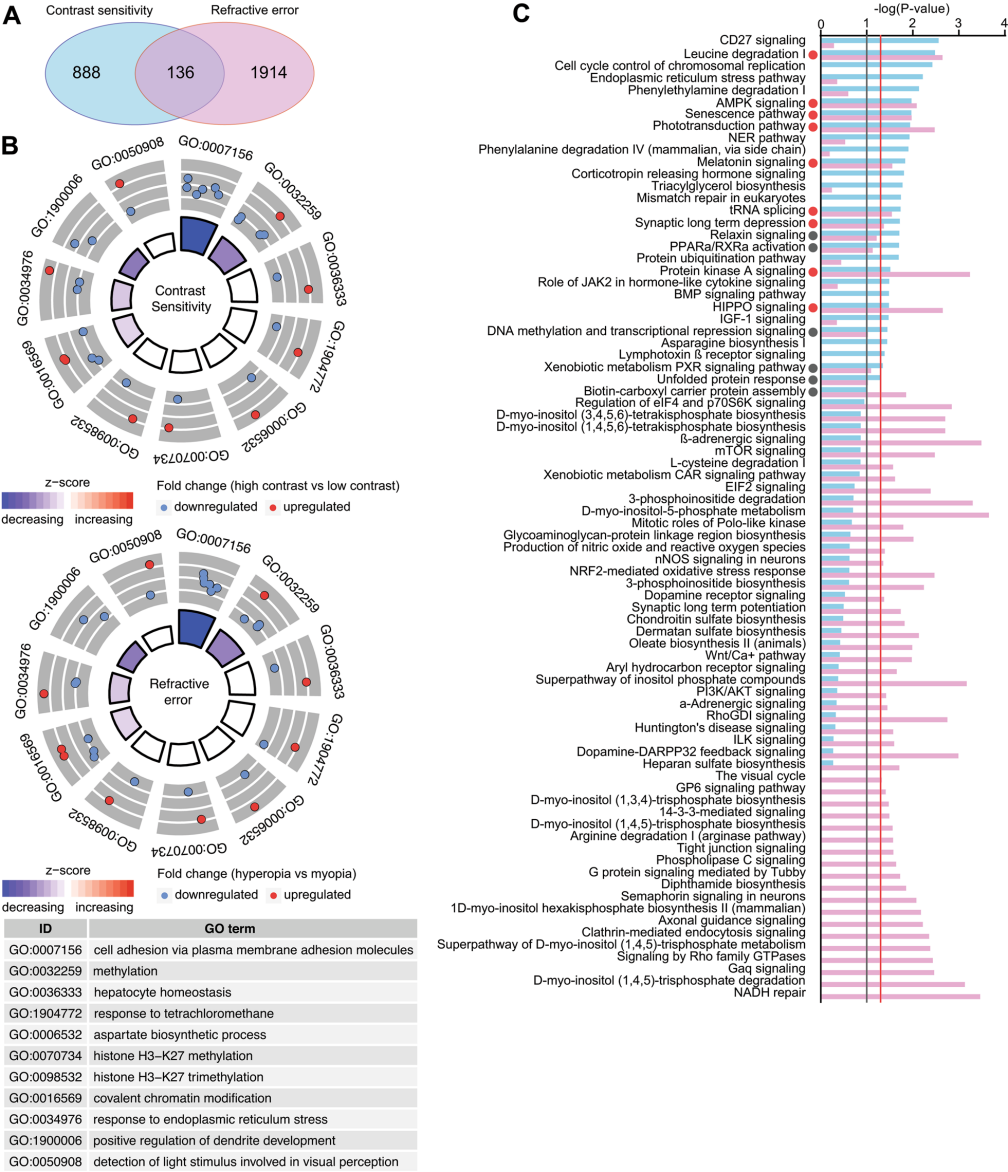
Genetic network underlying contrast perception has limited contribution to baseline refractive eye development. **a** Venn diagram showing overlap between genes underlying contrast sensitivity and genes regulating baseline refractive development. **b** Top 11 biological processes affected by the genes associated with both contrast perception (top panel) and baseline refractive development in mice (bottom panel). Outer circle shows gene ontology IDs for the biological processes; middle circle shows up- or down-regulated genes in animals with high contrast sensitivity versus animals with low contrast sensitivity (top panel), or in mice with hyperopia versus mice with myopia (bottom panel); inner circle shows activation or suppression of the corresponding biological processes, while the size of the sector corresponds to statistical significance (larger sectors correspond to smaller *p*-values). **c** Comparison of canonical signaling pathways involved in contrast perception and baseline refractive eye development. Vertical red line indicates *p* = 0.05. Vertical grey line indicates *p* = 0.1. Colors identify pathways associated with either contrast perception or baseline refractive development and correspond to the colors in the Venn diagrams (**a**)

### Comparison of transcriptomes underlying contrast sensitivity and the development of form-deprivation myopia reveals significant contribution of the genetic network regulating contrast perception to optical defocus detection and emmetropization

Considering that our data suggested that there was statistically significant correlation between contrast sensitivity and susceptibility to form-deprivation myopia, we analyzed the overlap between genes, biological processes, and canonical signaling pathways associated with contrast perception and the development of form-deprivation myopia. We discovered that more than 30% of genes (315 genes) whose expression correlates with contrast sensitivity are also involved in the regulation of susceptibility to form-deprivation myopia (Fig. 6A, Additional file 1: Table S14). 

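Of the 1191 genes associated with contrast sensitivity, 409 (34.3%) were also associated with susceptibility to form-deprivation myopia. This number was 742 without 129S1/SvlmJ, 6 without CAST/EiJ and 11 without the 3 wild-derived strains. Leaving out 1 library gave 60 to 498 shared genes. The lowest numbers were those without the CAST/EiJ libraries TA031 (60), TA033 (64) and TA032 (70), and the A/J library TA020 (241) was the only other to lower the number by more than 1.5 times. On strain means there were 0, with 237 at an unadjusted p under 0.05 for both phenotypes.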

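Unrelated gene sets of the same sizes would share 130 of the 16,400 genes tested. The odds ratio for the 409 genes shared by contrast sensitivity and susceptibility to form-deprivation myopia was 5.22 (one-sided exact hypergeometric test, p = 5.93e-114). The test treats genes as independent, although all were measured in the same 8 strains. With the phenotype values of the strains reassigned together, 37 of 100 assignments, the real one included, gave an odds ratio as high (median of the others 4.26, 1.15 to 17.6), and 6 gave as many shared genes (median 51). Without CAST/EiJ the odds ratio was 1.35 (exact p = 0.294).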

The overlap between these two gene sets was highly significant (OR = 6.6, *p* = 6.61 × 10^−175^). These genes were associated with 21 biological processes, implicating regulation of circadian rhythm, positive regulation of focal adhesion assembly, cellular response to hypoxia, axon extension, and DNA methylation (Fig. 6B, Additional file 1: Table S16). 

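The shared genes included 3 of 34 circadian clock genes, Btrc, Id2 and Per1 (Fisher's exact test, adjusted p = 0.104), and 3 of 31 methylation genes, among them Ezh1 and Mbd1 (adjusted p = 0.104). From the hypoxia list 1 of 26 genes, Vegfa, was shared (exact test, adjusted p = 0.642).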

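The 409 genes shared by contrast sensitivity and susceptibility to form-deprivation myopia all had the same sign of slope for both, 203 negative and 206 positive. In all 99 other assignments of the phenotype values to strains the shared genes also had the same sign throughout. For the circadian clock, Btrc and Per1 were higher, and Id2 lower, in strains with high contrast sensitivity and high susceptibility.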

Importantly, the processes, which were activated in the animals with high contrast sensitivity, were also activated in the animals with high susceptibility to form-deprivation myopia, while the processes, which were suppressed in the animals with high contrast sensitivity, were also suppressed in the animals with high susceptibility to form-deprivation myopia. Analysis of the canonical signaling pathways encoded by the genes associated with contrast perception and susceptibility to form-deprivation myopia revealed that there was a substantial overlap between these two processes at the level of canonical signaling pathways (Fig. 6C, Additional file 1: Tables S11 and S12). Approximately 75% of pathways linked to form-deprivation myopia development (27 out of 36) were also associated with contrast perception, including tRNA charging, HIPPO signaling, AMPK signaling, NER pathway, IGF-1 signaling, protein kinase A signaling, role of JAK2 in hormone-like cytokine signaling, relaxin signaling, and PPARα/RXRα activation. In summary, these data suggest that the gene expression network regulating contrast perception significantly contributes to optical defocus detection and visually guided eye emmetropization.

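A further 782 genes were associated with contrast sensitivity and not with form-deprivation myopia, and 1384 with form-deprivation myopia and not with contrast sensitivity. From the shared genes, the shared processes with the same direction and the shared canonical pathways, the paper proposes that the network for contrast perception contributes to the detection of optical defocus and to emmetropization.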

**Fig. 6:**
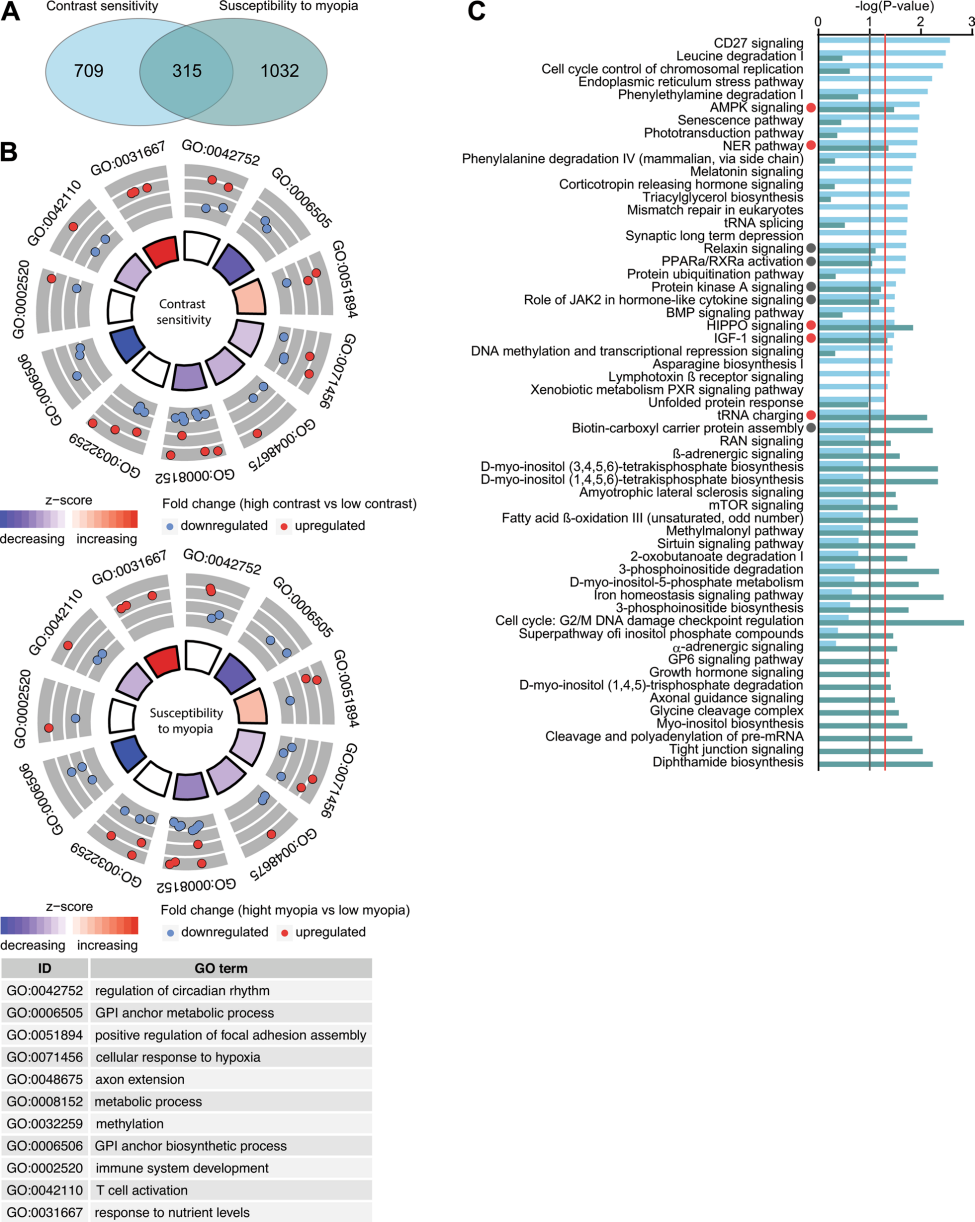
Genetic network underlying contrast perception has significant contribution to the regulation of susceptibility to form-deprivation myopia. **a** Venn diagram showing overlap between genes underlying contrast sensitivity and genes regulating susceptibility to form-deprivation myopia. **b** Top 11 biological processes affected by the genes associated with both contrast perception (top panel) and susceptibility to form-deprivation myopia in mice (bottom panel). Outer circle shows gene ontology IDs for the biological processes; middle circle shows up- or down-regulated genes in animals with high contrast sensitivity versus animals with low contrast sensitivity (top panel), or in mice with high susceptibility to form-deprivation myopia versus mice with low susceptibility to form-deprivation myopia (bottom panel); inner circle shows activation or suppression of the corresponding biological processes, while the size of the sector corresponds to statistical significance (larger sectors correspond to smaller *p*-values). **c** Comparison of canonical signaling pathways involved in contrast perception and susceptibility to form-deprivation myopia. Vertical red line indicates *p* = 0.05. Vertical grey line indicates *p* = 0.1. Colors identify pathways associated with either contrast perception or susceptibility to form-deprivation myopia and correspond to the colors in the Venn diagrams (**a**)

### Genes involved in contrast perception are linked to human myopia and several other classes of human genetic disorders

Our data suggested that genes involved in contrast perception, baseline refractive eye development, and susceptibility to form-deprivation myopia encode a variety of signaling pathways regulating a diverse range of biological processes. To obtain an additional layer of information about the spectrum of contrast-perception-related biological processes involved in refractive eye development, we analyzed the association between contrast genes, which were found to be involved in either baseline refractive development or form-deprivation myopia development, and human genetic disorders listed in the Online Mendelian Inheritance in Man (OMIM) database. We also analyzed the overlap between these genes and the genes found to be linked to human myopia by GWAS studies. We found that 26 out of 136 genes underlying both contrast perception and baseline refractive eye development were associated with known human disorders (Fig. 7A, Additional file 1: Table S17). 

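All 26 genes drawn in Fig. 7A were among the genes tested, and the sign of each slope against contrast sensitivity matched the direction drawn. At a q-value under 0.01, 24 were associated with contrast sensitivity, 24 with baseline refractive error and 22 with both. Benjamini-Hochberg adjustment in place of the q-value left 3 with both. Adjusted over the list alone all 26 passed for both phenotypes, which is not independent evidence because the list was chosen on these libraries. Without CAST/EiJ 0 of the 26 were associated with both phenotypes, 7 had an unadjusted p under 0.05 for both, and all 26 had the same sign of slope against contrast sensitivity. Without the 3 wild-derived strains 0 were associated with both, and 23 had the same sign. Leaving out any 1 of the CAST/EiJ libraries TA031, TA032 and TA033 left 1 associated with both. The number was 8 without the A/J library TA020 or TA021 and 10 without TA019, 13 without the PWK/PhJ library TA023 or TA024, and 14 without TA022 or the NZO/HlLtJ library TA030.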

The majority of these genes were linked to metabolic disorders (~ 25.8%), while other genes were associated with myopia (~ 22.6%), developmental disorders (~ 22.6%), connective tissue disorders (~ 9.7%), disorders affecting phototransduction-related signaling (~ 6.5%), neurologic disorders (~ 6.5%), and diseases caused by the breakdown in epigenetic regulation of gene expression (~ 6.5%). 

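All 49 genes drawn in Fig. 7B, as linked both to contrast perception with form-deprivation myopia and to human disease, were tested. For 48 of them the figure gives a direction, and all 48 slopes against contrast sensitivity had that sign. Contrast sensitivity and form-deprivation myopia each had 48 of the 49 associated, and 47 were associated with both. Benjamini-Hochberg adjustment in place of the q-value left 17 with both. All 49 passed for both adjusted over the list alone, which is not independent evidence, since the study picked these genes from the same libraries. Without CAST/EiJ 1 was associated with both and all 49 had the same sign. Without the 3 wild-derived strains 1 was associated with both, and 46 had the same sign of slope against contrast sensitivity. Without a single CAST/EiJ library the number was 5 (TA032) or 6 (TA031 and TA033). It was 26 and 28 without the A/J libraries TA020 and TA021, and 30 and 31 without the NZO/HlLtJ libraries TA030 and TA029.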

Forty-nine out of 315 genes involved in both contrast perception and form-deprivation myopia development were linked to known human diseases (Fig. 7B, Additional file 1: Table S18). The largest number of these genes were associated with myopia (39.7%). Other genes were associated with metabolic disorders (27%), developmental disorders (12.7%), diseases caused by the breakdown in synaptic transmission (11.1%), disorders affecting phototransduction-related signaling (4.8%), connective tissue disorders (1.6%), epigenetic disorders (1.6%), and diseases caused by the breakdown in DNA repair (1.6%). Cumulatively, these data suggest that the contrast-perception-related genetic network contributes to baseline refractive eye development through metabolic and developmental processes, connective tissue restructuring, phototransduction-related signaling, and epigenetic regulation. These data also suggest that the contrast-perception-related genetic network plays a prominent role in optical defocus detection and emmetropization mainly through myopia-related pathways, metabolic and developmental processes, synaptic transmission, and phototransduction-related signaling.

**Fig. 7:**
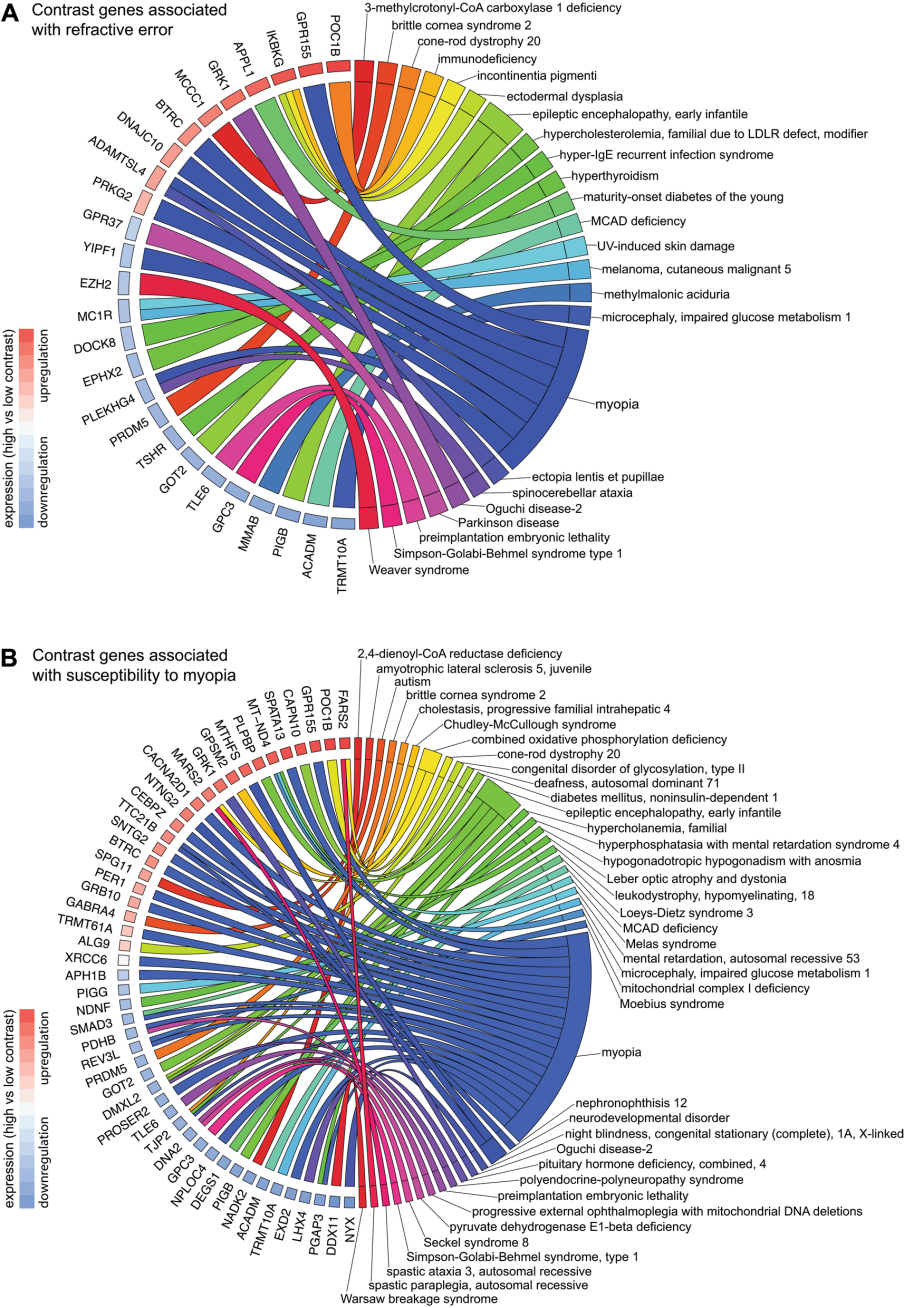
Genes underlying contrast perception are associated with diverse group of human genetic disorders. **a** Chord diagram showing genes (left semicircle) and human genetic disorders (right semicircle) associated with contrast perception and baseline refractive eye development in mice. **b** Chord diagram showing genes (left semicircle) and human genetic disorders (right semicircle) associated with contrast perception and susceptibility to form-deprivation myopia in mice. Colored bars underneath gene names show up- or down-regulation of the corresponding genes in mice with high contrast sensitivity versus mice with low contrast sensitivity

## Discussion

Several lines of evidence suggest that the process of eye emmetropization is regulated by optical defocus, which is perceived by the retina using luminance contrast and longitudinal chromatic aberrations [8, 64]. The eye is the most sensitive to optical defocus during a critical period in postnatal development, which continues in mice from the eye opening (P12–P14) to approximately P60 [50, 118]. Our data support this hypothesis and provide experimental data, which suggest that the genetic network and signaling pathways subserving perception of contrast by the retina play an important role in emmetropization. Although our data indicate that the signaling pathways underlying perception of contrast contribute to both baseline refractive eye development and the optical-defocus-driven emmetropization process, contrast perception plays a much more prominent role in optical defocus detection and emmetropization than in baseline refractive development. We did not find a significant correlation between contrast sensitivity and baseline refractive errors, whereas sensitivity to contrast strongly correlated with susceptibility to form-deprivation myopia.

The current study used a much larger dataset compared to our earlier study, which found that the genetic networks subserving baseline refractive eye development and susceptibility to myopia are largely distinct (more than 28,800 versus ~ 18,000 unique transcripts) [113]. 

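The deposited table lists 28,802 genes, each with a value above the added 0.0001 in at least 1 library. In a library between 8.65% and 12.5% of the genes were at that value. The mean of at least 0.5 cpm was met by 16,400 genes and a mean of at least 5 cpm by 9274.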

Our current results mostly replicate our previous findings regarding the genes and signaling pathways involved in baseline refractive eye development and optical-defocus-driven eye emmetropization, [113]. Similar to the aforementioned study, we found that baseline refractive eye development was strongly associated with DNA and histone methylation, dopamine signaling, β-adrenergic signaling, protein kinase A signaling, HIPPO signaling, mTOR signaling, phototransduction, and oxidative stress response. We also found that visually guided eye emmetropization was strongly associated with circadian rhythms, response to hypoxia, α-adrenergic and β-adrenergic signaling, and growth hormone signaling, in addition to previously identified signaling pathways related to rRNA processing, protein transport, metabolism, autophagy, iron homeostasis signaling, tight junction signaling, methylmalonyl pathway, HIPPO signaling, mTOR signaling, axonal guidance, and amyloid processing.

We found that contrast perception is strongly dependent on the signaling pathways involved in axonogenesis, synaptic signaling, cell–cell communication, and regulation of circadian rhythms. However, further analysis of the biological functions and signaling pathways subserving contrast perception revealed that the contribution of contrast-related pathways to baseline refractive eye development and optical-defocus-regulated eye emmetropization is different. While contrast-related pathways involved in baseline refractive development were primarily related to DNA methylation, histone methylation and phototransduction, contrast-related pathways underlying optical defocus detection and emmetropization were primarily involved in circadian rhythms, response to hypoxia, metabolism and synaptic transmission (see, for example, how suppression of the pathway for synaptic long-term depression underlies increased contrast sensitivity and increased susceptibility to myopia, Additional file 3: Figure S2).

DNA methylation and phototransduction were previously implicated in refractive eye development. For example, genome-wide methylation status was linked to myopia development in humans [125, 126]. In-utero epigenetic factors were found to be associated with refractive status in young children, and grandmothers’ smoking causing epigenetic modifications of the genome was shown to be linked to less myopic refractive errors in children [127–131]. Light-induced signaling and the phototransduction pathway were also implicated in refractive eye development [12, 113, 114, 132].

The finding that contrast perception is dependent on synaptic transmission is supported by previous reports that detection of contrast in the retina is organized as ON/OFF receptive fields, with a prominent role played by horizontal and amacrine cells which provide lateral inhibition via synaptic contacts [83, 84]. Signaling pathways underlying response to hypoxia and metabolism were also implicated in myopia development [112, 114]. However, we found that genes associated with the signaling pathways involved in the regulation of circadian rhythms were particularly overrepresented within the genetic network that controls contrast perception underlying defocus detection and emmetropization. This finding is especially intriguing because several studies found a link between circadian rhythms and refractive eye development [8, 133]. 

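Of the 34 circadian clock genes tested, 5 were associated with susceptibility to form-deprivation myopia (Arntl2, Btrc, Cul1, Id2 and Per1), 14.7% against 10.9% of all genes (Fisher's exact test, adjusted p = 0.469). With baseline refractive error 2 were associated, Btrc and Fbxl21 (exact test, adjusted p = 0.977). Adjusted over the list alone these counts were 5 and 1. For form-deprivation myopia the count fell to 1 without the CAST/EiJ library TA032, 2 without TA031 and 3 without TA033. For refractive error it was 1 without any 1 of these and 4 without the 129S1/SvlmJ library TA011 or TA012.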

Nickla et al. [134, 135] discovered that the impact of optical defocus on refractive eye development was strongly dependent on the time of day and was associated with the endogenous rhythms in choroidal thickness and eye growth. It was also found that the effect of anti-myopia drugs quinpirole and pirenzepine on myopia development depends on the time of day [136]. Moreover, it was observed that contrast sensitivity strongly depends on the level of oxygen and glucose in the retina, both of which are under circadian control [137]. In line with this evidence, it was reported that optical defocus alters the expression of several genes encoding endogenous eye clock [138] and that targeted retina-specific disruption of the clock gene *Bmal1* induces myopia-like phenotype in mice [139]. This evidence and our results suggest that the link between circadian rhythms and sensitivity of the eye to optical defocus, hence susceptibility to optical-defocus-induced myopia, may be explained by the strong dependence of contrast perception on the retinal circadian clock signaling.

Analysis of the specific genes encoding components of the contrast-related signaling pathways led to several important findings. We found that 44% of contrast-related genes involved in the development of form-deprivation myopia in mice were linked to human myopia, while only 27% of contrast-related genes involved in baseline refractive eye development were associated with human myopia (Additional file 1: Tables S17 and S18). This suggests that the relative majority of genes causing human myopia are associated with pathways responsible for the processing of optical defocus.

Several of these genes deserve special attention. 

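Aph1b lies on chromosome 9 of GRCm38 from 66775202 to 66795491, on the minus strand. Its expression was lower in strains with high susceptibility to form-deprivation myopia (slope -0.060 per D, standard error 0.011, limma q = 0.000551) and with high contrast sensitivity (slope -0.034 per unit, standard error 0.0092, q = 0.00914). It was 4.30 ± 0.120 cpm (SD, n = 3) in CAST/EiJ and 4.19 ± 0.344 cpm in PWK/PhJ, and highest in A/J with 7.51 ± 0.555 cpm. The association with form-deprivation myopia held in each of the 24 fits without 1 library. That with contrast sensitivity held in 10, with a q-value of 0.0264 without the CAST/EiJ library TA033. Without the strain CAST/EiJ the q-values were 0.0101 and 0.102.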

One of the genes, *APH1B*, encodes a critical component of the gamma-secretase complex, which is known to play an important role in the processing of amyloid beta (A4) precursor protein (APP) [140–142]. APP interacts with its homologs APLP1 and APLP2 to form a presynaptic complex in neuronal axons, which plays a critical role in synaptic transmission [143–148]. Importantly, *APLP2* was found to play an important role in gene-environment interaction underlying the development of childhood myopia [7]. 

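Cacna2d1 (chromosome 5, 15934691 to 16374512) rose with contrast sensitivity (slope 0.024, standard error 0.0050, limma q = 0.00155) and with susceptibility to form-deprivation myopia (slope 0.032 per D, standard error 0.0077, q = 0.00323). Strain means ran from 34.4 ± 0.451 cpm (SD, n = 3) in A/J to 49.0 ± 1.20 cpm in CAST/EiJ, with 45.9 ± 1.86 cpm in PWK/PhJ. The association with contrast sensitivity held in all 24 fits without 1 library. That with form-deprivation myopia was lost without any 1 of the CAST/EiJ libraries (q = 0.0162 without TA032), and without all 3 the q-values were 0.0675 and 0.160.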

Another gene, *CACNA2D1*, which encodes a subunit of calcium voltage-gated channels mediating the influx of calcium ions into the cell upon membrane polarization, also plays an important role in synaptic transmission in the retina [149–152]. Two genes encoding components of ubiquitin-protein-ligase complex, beta-transducin repeat containing E3 ubiquitin protein ligase (*BTRC*) and ubiquitin recognition factor NPL4 homolog (*NPLOC4*), confirm the importance of the protein ubiquitination pathway in myopia development identified by several studies [12, 112–114, 153–157]. 

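Btrc (chromosome 19, 45363734 to 45530014) had 79.8 ± 2.67 cpm (SD, n = 3) in CAST/EiJ, 78.3 ± 2.99 cpm in PWK/PhJ and 65.6 ± 2.78 cpm in C57BL/6J, and 42.2 to 47.2 cpm on average in the other strains. It was associated with contrast sensitivity (slope 0.041, standard error 0.011, limma q = 0.00967), form-deprivation myopia (q = 0.00656) and baseline refractive error (q = 0.00108). The first held in 4 of the 24 fits without 1 library (q = 0.0338 without the CAST/EiJ library TA031) and the second in 20 (q = 0.0268 without TA032). Nploc4 (chromosome 11, 120380370 to 120437709) was lower with high contrast sensitivity (slope -0.021, standard error 0.0048, q = 0.00300), at 11.7 ± 1.07 cpm in CAST/EiJ and 16.7 ± 0.911 cpm in NOD/ShiLtJ. Its slope against form-deprivation myopia was -0.026 per D (standard error 0.0076, q = 0.0104). This passed the threshold of 0.01 in 4 of the 24 fits without 1 library, such as that without the NZO/HlLtJ library TA029 (q = 0.00263), and its q-value was 0.0494 without TA032. For contrast sensitivity 22 of the fits passed (q = 0.0148 without TA033).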

Very little is known about the function of the tight junction protein 2 encoded by the *TJP2* gene, which is primarily expressed in the inner nuclear layer of the retina [158]; however, our findings and recent studies point to a potentially important role of *TJP2* in refractive eye development [113, 159, 160]. 

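Per1, on chromosome 11 from 69095217 to 69109961, was at 10.5 ± 2.06 cpm (SD, n = 3) in CAST/EiJ, 10.1 ± 0.558 cpm in PWK/PhJ, 7.10 ± 0.136 cpm in A/J and 6.99 ± 0.519 cpm in NZO/HlLtJ. The difference between CAST/EiJ and PWK/PhJ was smaller than the spread within CAST/EiJ. Its slope was 0.027 against contrast sensitivity (standard error 0.0070, limma q = 0.00659) and 0.041 per D against susceptibility to form-deprivation myopia (standard error 0.0096, q = 0.00265). These associations held in 18 and 23 of the 24 fits without 1 library, with q-values of 0.0249 and 0.0163 without the CAST/EiJ library TA032. Without the strain they were 0.0641 and 0.0317.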

Another interesting gene, which we found to be linked to both contrast perception and susceptibility to form-deprivation myopia, is *PER1*. The *PER1* gene encodes period circadian regulator 1 protein, which plays a critical role in the regulation of circadian rhythms [161–163]. *PER1* is expressed in the inner nuclear layer of the retina harboring amacrine cells [162], which were implicated in optical defocus detection and myopia development [89–99]. Interestingly *PER1* expression is regulated by the EGR1 transcription factor (also known as ZENK) and vasoactive intestinal polypeptide (VIP) [164, 165]. The *EGR1* gene is expressed in the amacrine cell of the retina and was shown to respond to optical defocus in a sign-of-defocus sensitive manner [92], while VIP is the principal neurotransmitter of the VIPergic amacrine cells of the retina, which were shown to be involved in myopia development [89, 166, 167]. Moreover, *PER1* expression is controlled by the hypoxia signaling pathway [168], which was shown to play a critical role in the signaling cascade underlying the eye’s response to optical defocus [112, 114]. Thus, our data suggest an intriguing interaction between contrast perception, the retinal circadian clock pathway and the signaling cascade underlying optical defocus detection.

We also found a large number of contrast-related genes, which were not previously implicated in refractive eye development or myopia, but were found to be linked to a multitude of other human genetic disorders. Analysis of these genes also provides additional insights into biological processes involved in contrast perception and refractive eye development.

For example, several such genes associated with both contrast perception and baseline refractive development point to the involvement of several seemingly unrelated biological processes in baseline refractive eye development. 

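Poc1b (chromosome 10, 99107036 to 99198075) was at 16.1 ± 0.953 cpm (SD, n = 3) in CAST/EiJ and 8.57 ± 0.223 cpm in PWK/PhJ, and between 5.06 and 6.16 cpm on average in the other 6 strains. Galnt4, on the same strand, shares 10.0% of its exon bases and Gm48768, on the other strand, 20.1%, so reads may be divided between them. Its slope against baseline refractive error was 0.020 per D (standard error 0.0056, limma q = 0.00558), which passed in 21 of the 24 fits without 1 library (q = 0.0174 without the CAST/EiJ library TA032) and not without CAST/EiJ (q = 0.133). Without the 3 wild-derived strains the sign of its t-statistic reversed. Grk1 (chromosome 8, 13405081 to 13421952) was associated with baseline refractive error in all 8 fits without 1 strain (slope 0.017 per D, standard error 0.0026, q = 7.6e-05, and q = 0.00298 without CAST/EiJ). It had 1163 ± 18.3 cpm in CAST/EiJ, 1018 ± 25.6 cpm in PWK/PhJ and 655 to 830 cpm in the other strains.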

The causal gene for a congenital form of cone-rod dystrophy *POC1B* and the gene causing Oguchi disease *GRK1* are involved in the functioning of photoreceptor synapses and light-dependent deactivation of rhodopsin respectively [169–171], which suggests that photoreceptor-related signaling is involved in baseline refractive eye development. The involvement of *TSHR* gene influencing expression and patterning of retinal cone opsins points to the important role of the thyroid-stimulating hormone signaling pathway in baseline refractive eye development [172]. 

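Tshr (chromosome 12, 91384563 to 91549809) had a negative slope against baseline refractive error (-0.016 per D, standard error 0.0047, limma q = 0.00679). Its slope against contrast sensitivity was also negative (-0.053, standard error 0.011, q = 0.00142). Its lowest strain mean was 0.813 ± 0.121 cpm (SD, n = 3) in CAST/EiJ and its highest 3.10 ± 0.364 cpm in WSB/EiJ, all above the level of 3 reads. WSB/EiJ is itself hyperopic (11.7 D), so not every hyperopic strain had low values. The association with refractive error held in 17 of the 24 fits without 1 library (q = 0.0193 without the CAST/EiJ library TA032), and that with contrast sensitivity in all 24. Without CAST/EiJ the q-values were 0.134 and 0.0756.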

A causal gene for Parkinson disease *GPR37* implicates dopamine signaling in baseline refractive eye development [173]. 

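Gpr37 (chromosome 6, 25665878 to 25690730) fell with baseline refractive error (slope -0.0077 per D, standard error 0.0022, limma q = 0.00730) and with contrast sensitivity (slope -0.022, standard error 0.0057, q = 0.00662). Strain means were 57.2 ± 1.05 cpm (SD, n = 3) in A/J and 40.5 ± 2.42 cpm in CAST/EiJ, which differed from PWK/PhJ (40.7 ± 1.41 cpm) by less than the spread between libraries. In 16 of the 24 fits without 1 library the association with refractive error held (q = 0.0183 without the CAST/EiJ library TA032), and in 18 that with contrast sensitivity (q = 0.0222 without TA033). Gpr37 was also associated with form-deprivation myopia (q = 0.00935).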

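Ezh2 (chromosome 6, 47530139 to 47595342) had 8.92 ± 0.222 cpm (SD, n = 3) in CAST/EiJ and 8.25 ± 0.597 cpm in PWK/PhJ, the most hyperopic strains, and up to 17.8 ± 0.245 cpm in NOD/ShiLtJ. Its slope against baseline refractive error was -0.016 per D (standard error 0.0045, limma q = 0.00562) and against contrast sensitivity -0.044 (standard error 0.011, q = 0.00691). They passed in 18 and 16 of the 24 fits without 1 library, with q-values of 0.0149 without the CAST/EiJ library TA032 and 0.0229 without TA033. Without CAST/EiJ they were 0.0656 and 0.113.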

Finally, it was shown that a histone methyltransferase encoded by the causal gene for Weaver syndrome *EZH2* interacts the polycomb repressive complex 2 (PRC2) and directly controls DNA methylation, implicating epigenetic regulation of gene expression in baseline refractive eye development [174, 175].

On the contrary, analysis of the genes associated with both contrast perception and susceptibility to form-deprivation myopia implicates synaptic transmission and retinal ON/OFF signaling pathways in optical defocus detection and emmetropization. For example, the causal gene for juvenile amyotrophic lateral sclerosis and Kjellin syndrome *SPG11*, *GABRA4* causing autism, *DMXL2* linked to an autosomal dominant form of deafness and early infantile epileptic encephalopathy, as well as *NTNG2* associated with a neurodevelopmental disorder are all involved in synapse function and synaptic transmission [176–186]. 

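Spg11 (chromosome 2, 122053520 to 122118387) rose with contrast sensitivity (slope 0.025, standard error 0.0048, limma q = 0.00123) and form-deprivation myopia (q = 0.00124), both in all 24 fits without 1 library. It had 21.6 ± 0.101 cpm (SD, n = 3) in PWK/PhJ, 21.1 ± 0.533 cpm in CAST/EiJ and 15.3 ± 0.250 cpm in NZO/HlLtJ. The antisense gene Eif3j1 shares 13.8% of its exon bases. Gabra4 (chromosome 5, 71569749 to 71658309) was highest in PWK/PhJ with 8.35 ± 0.667 cpm and CAST/EiJ with 6.65 ± 0.297 cpm, against 2.65 to 3.98 cpm in the other strains. Its association with contrast sensitivity (slope 0.054, standard error 0.014, q = 0.00746) held in 16 of the 24 fits (q = 0.0242 without the CAST/EiJ library TA033), and that with form-deprivation myopia (q = 0.00204) in all. Dmxl2 (chromosome 9, 54365158 to 54501627) was lower with high contrast sensitivity (slope -0.013, standard error 0.0035, q = 0.00662), which held in 18 fits (q = 0.0260 without TA031), and with high susceptibility to form-deprivation myopia (q = 0.000168), which held in all. It had 233 ± 6.37 cpm in CAST/EiJ and 287 ± 12.5 cpm in A/J. Ntng2 (chromosome 2, 29194541 to 29253006) was at 14.7 ± 1.54 cpm in CAST/EiJ and 8.17 ± 1.33 cpm in NZO/HlLtJ (contrast sensitivity slope 0.035, standard error 0.0093, q = 0.00744; form-deprivation myopia q = 0.00295). These held in 16 fits (q = 0.0302 without TA031) and 21 (q = 0.0160 without TA032), and 6530402F18Rik shares 14.0% of its exon bases on the same strand. None of these genes was associated with contrast sensitivity without CAST/EiJ, with q-values of 0.0275, 0.110, 0.178 and 0.179 in this order.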

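Gpsm2, on chromosome 3 from 108678638 to 108722310, had 90.5 ± 6.17 cpm (SD, n = 3) in CAST/EiJ and 57.7 to 73.8 cpm in the other strains, and was associated with contrast sensitivity (slope 0.026, standard error 0.0066, limma q = 0.00662) and form-deprivation myopia (q = 0.00788). Each held in 18 of the 24 fits without 1 library, with q-values of 0.0302 and 0.0346 without the CAST/EiJ library TA033. For Poc1b and Grk1 the q-values were 0.00506 and 0.00677 for contrast sensitivity and 0.00267 and 0.00645 for form-deprivation myopia, against 0.0238 and 0.0278 for contrast sensitivity without TA033 and TA031, and 0.0158 and 0.0294 for form-deprivation myopia without TA032. Nyx (chromosome X, 13466110 to 13489314) was at 4.02 ± 0.454 cpm in CAST/EiJ and 9.27 to 11.3 cpm in the other strains. Its association with contrast sensitivity (slope -0.046, standard error 0.012, q = 0.00862) held in 13 of the fits (q = 0.0373 without TA033) and that with form-deprivation myopia (q = 0.00272) in 21 (q = 0.0166 without TA032). Lhx4 (chromosome 1, 155698031 to 155751685) was also lowest in CAST/EiJ, with 10.2 ± 0.527 cpm against 15.6 to 20.7 cpm, and held in 22 fits for contrast sensitivity (slope -0.038, standard error 0.0082, q = 0.00225; 0.0114 without TA033) and 18 for form-deprivation myopia (q = 0.00824; 0.0440 without TA032). Without CAST/EiJ none of the 5 was associated with either phenotype. Without the 3 wild-derived strains the slope of Poc1b against contrast sensitivity and those of Grk1 and Nyx against form-deprivation myopia changed sign.

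**Figure D2:**
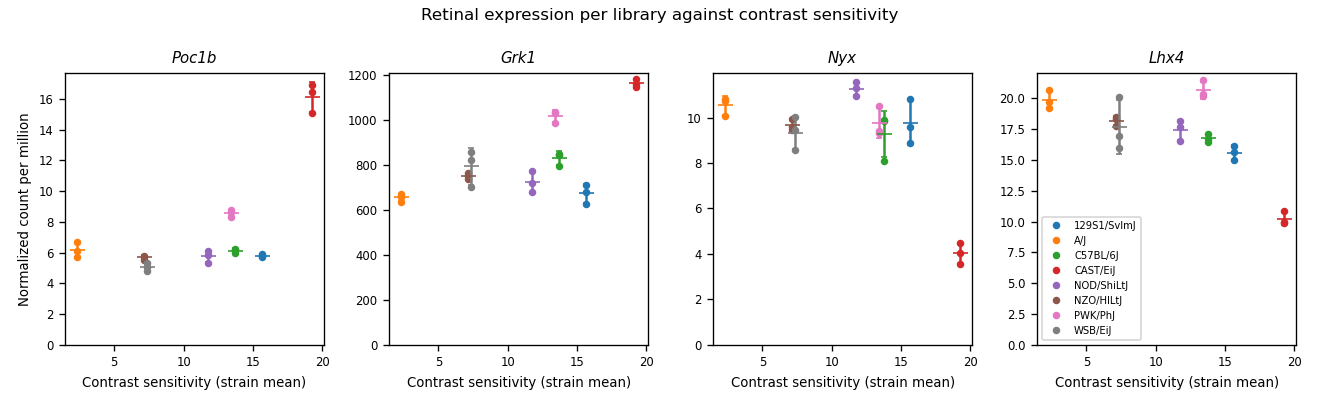
Expression of Poc1b, Grk1, Nyx and Lhx4 in cpm (vertical axis from 0) in each of the 24 libraries, against the contrast sensitivity of the strain (horizontal axis), 1 panel per gene. Points are libraries, bars the mean and error bars the SD of the 3 libraries of a strain. CAST/EiJ, at the right, stands apart from the other strains for Poc1b at 16.1 cpm, Nyx at 4.02 cpm and Lhx4 at 10.2 cpm.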

The causal gene for Chudley-McCullough syndrome *GPSM2*, *POC1B* linked to a congenital form of cone-rod dystrophy, *GRK1* associated with a congenital stationary night blindness are involved in photoreceptor functioning [169–171, 187, 188], while *NYX* causing a congenital form of stationary night blindness and *LHX4* linked to congenital pituitary hormone deficiency are involved in the communication between photoreceptors and cone bipolar cells [87, 189–196]. Considering that communication between photoreceptors and bipolar cells plays an important role in the organization of ON/OFF receptive fields [83, 84], these two groups of genes point to the important role of ON/OFF signaling pathways in contrast perception and optical defocus detection.

## Conclusions

In conclusion, we used a new larger gene expression dataset to answer one of the most fundamental questions of eye biology, i.e., how optical defocus is perceived by the retina. Our current results largely replicate our previous findings regarding the genes and signaling pathways involved in baseline refractive eye development and susceptibility to myopia [113]. They also reveal for the first time the importance of circadian rhythms, response to hypoxia, α-adrenergic and β-adrenergic signaling, and growth hormone signaling in visually guided eye emmetropization. In addition, our data provide evidence that the genetic network subserving contrast perception plays an important role in optical defocus detection and emmetropization. Our results reveal that contrast-related pathways involved in baseline refractive eye development are primarily related to DNA methylation, histone methylation, phototransduction, photoreceptor-bipolar cell signaling, thyroid-stimulating hormone signaling, dopamine signaling and epigenetic regulation of gene expression. Contrast-related pathways underlying optical defocus detection and emmetropization are primarily involved in retinal ON/OFF signaling, synaptic transmission, metabolism, response to hypoxia, and circadian rhythms. Our results suggest that the interaction between contrast perception, the retinal circadian clock pathway and the signaling cascade underlying optical defocus detection plays a key role in visually guided eye emmetropization. We note that the link between circadian rhythms and sensitivity of the eye to optical defocus may be explained by the strong dependence of contrast perception on the retinal circadian clock signaling. This study also suggests that the relative majority of genes causing common human myopia are involved in the processing of optical defocus, i.e., gene-environment interaction.

## Supplementary Information

**Additional file 1**: **Table S1**. Refractive errors in mice comprising collaborative cross (P40, diopters). **Table S2**. Form-deprivation myopia in mice comprising collaborative cross (deprived eye versus control eye, diopters). **Table S3**. Contrast sensitivity in mice comprising collaborative cross. **Table S4**. Genes whose expression correlates with refractive error in mice comprising collaborative cross (FC = fold change, hyperopia versus myopia). **Table S5**. Genes whose expression correlates with susceptibility to myopia in mice comprising collaborative cross (FC = fold change, high versus low myopia). **Table S6**. Genes whose expression correlates with contrast sensitivity in mice comprising collaborative cross (FC = fold change, high versus low contrast sensitivity). **Table S7**. Gene ontology categories associated with genes whose expression correlates with refractive error in mice comprising collaborative cross (BP, biological process; CC, cellular component; MF, molecular function). **Table S8**. Gene ontology categories associated with genes whose expression correlates with susceptibility to myopia in mice comprising collaborative cross (BP, biological process; CC, cellular component; MF, molecular function). **Table S9**. Gene ontology categories associated with genes whose expression correlates with contrast sensitivity in mice comprising collaborative cross (BP, biological process; CC, cellular component; MF, molecular function). **Table S10**. Canonical pathways associated with genes whose expression correlates with refractive error in mice comprising collaborative cross. **Table S11**. Canonical pathways associated with genes whose expression correlates with susceptibility to myopia in mice comprising collaborative cross. **Table S12**. Canonical pathways associated with genes whose expression correlates with contrast sensitivity in mice comprising collaborative cross. **Table S13**. Genes whose expression correlates with both contrast sensitivity and refractive error in mice comprising collaborative cross (FC = fold change, contrast sensitivity = high versus low contrast sensitivity, RE = hyperopia versus myopia). **Table S14**. Genes whose expression correlates with both contrast sensitivity and susceptibility to myopia in mice comprising collaborative cross (FC = fold change, contrast sensitivity = high versus low contrast sensitivity, myopia = high versus low myopia). **Table S15**. Gene ontology categories associated with genes whose expression correlates with both contrast sensitivity and refractive error in mice comprising collaborative cross (BP, biological process; CC, cellular component; MF, molecular function). **Table S16**. Gene ontology categories associated with genes whose expression correlates with both contrast sensitivity and susceptibility to myopia in mice comprising collaborative cross (BP, biological process; CC, cellular component; MF, molecular function). **Table S17**. Genes whose expression correlates with both contrast sensitivity and refractive error in mice comprising collaborative cross and linked to human diseases (FC = fold change, high versus low contrast sensitivity). **Table S18**. Genes whose expression correlates with both contrast sensitivity and susceptibility to myopia in mice comprising collaborative cross and linked to human diseases (FC = fold change, high versus low contrast sensitivity).

**Additional file 2**: **Figure S1**. Baseline refractive error correlates weakly with susceptibility to myopia. Linear regression showing weak correlation between baseline refractive error and susceptibility to myopia. r, Pearson’s correlation coefficient; P, Pearson’s correlation significance.

**Additional file 3**: **Figure S2**. Suppression of the pathway for synaptic long-term depression leads to increased contrast sensitivity and increased susceptibility to form-deprivation myopia in mice. The diagram shows genes associated with the modulation of synaptic long-term depression in the retina and linked to both contrast perception and optical defocus detection in mice.

## Data Availability

All data generated or analyzed during this study are included in this article and its supplementary information files. The RNA-seq data have been deposited in the Gene Expression Omnibus database [GSE158732] (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158732). Requests for material should be made to the corresponding authors.

## Abbreviations

AMPK: AMP-activated protein kinase
ANOVA: Analysis of variance
APH1B: Aph-1 homolog B, gamma-secretase subunit
APLP1: Amyloid beta precursor like protein 1
APLP2: Amyloid beta precursor like protein 2
APP: Amyloid beta (A4) precursor protein
BESOD: Bidirectional emmetropization by the sign of optical defocus
BTRC: Beta-transducin repeat containing E3 ubiquitin protein ligase
CACNA2D1: Calcium voltage-gated channel auxiliary subunit alpha2 delta 1
cpd: Cycles per degree
DAVID: Database for annotation, visualization and integrated discovery
DMXL2: Dmx like 2
EGR1: Early growth response 1
EZH2: Enhancer of zeste 2 polycomb repressive complex 2 subunit
GABRA4: Gamma-aminobutyric acid type A receptor subunit alpha4
GPR37: G protein-coupled receptor 37
GPSM2: G protein signaling modulator 2
GRK1: G protein-coupled receptor kinase 1
GWAS: Genome-wide association study
IGF-1: Insulin-like growth factor 1
IPA: Ingenuity pathway analysis
JAK2: Janus kinase 2
LED: Light-emitting diode
LHX4: LIM homeobox 4
mTOR: Mammalian target of rapamycin
NER: Nucleotide excision repair
NPLOC4: Ubiquitin recognition factor NPL4 homolog
NTNG2: Netrin G2
NYX: Nyctalopin
OMIM: Online Mendelian inheritance in man database
OR: Odds ratio
PER1: Period circadian regulator 1
POC1B: POC1 centriolar protein B
PPARa: Peroxisome proliferator-activated receptor alpha
PRC2: Polycomb repressive complex 2
PXR: Pregnane X receptor
RCB: Randomized complete block
RIN: RNA integrity number
RNA-seq: Massive parallel RNA sequencing
RXRa: Retinoid X receptor alpha
SNP: Single-nucleotide polymorphism
SPG11: SPG11 vesicle trafficking associated, spatacsin
TJP2: Tight junction protein 2
TSHR: Thyroid stimulating hormone receptor
QTL: Quantitative trait locus
VIP: Vasoactive intestinal polypeptide

How the deposited data were processed for this re-analysis (not part of the article)

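Retinas of 24 mice aged 28 postnatal days, 3 from each of 8 inbred strains, were measured by RNA sequencing of total RNA after removal of ribosomal RNA. The strain of each library was taken from the sample labels, which also give library codes from TA010 to TA033. All columns of the table were used. Contrast sensitivity, baseline refractive error and form-deprivation myopia were measured in other mice of the same strains, so each strain has 1 value of each phenotype. These values came from Tables S1, S2 and S3. The copy of Table S3 used here does not reach A/J, for which the rounded value in Fig. 4A was used. The sign of form-deprivation myopia was turned so that higher values mean more myopia. The longer gene tables of the supplement, of which the copies used here are shortened, were not used.

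The authors trimmed bases of low quality, aligned the reads to GRCm38/mm10 with STAR and assigned them to genes with the expectation-maximization model of Partek Flow. The deposited values are cpm that the authors made by dividing each gene's count by the library's total read count and adding 0.0001. The paper names RefSeq as the annotation, while the gene identifiers and biotypes of the table are those of an Ensembl-type annotation. Coordinates are the table's own, on GRCm38. The values of the 24 libraries each sum to 332472 to 366570 cpm, and why the sums stay below the total was not tested. The model divides reads between transcripts, so between 85.3% and 87.7% of the low values were whole numbers of reads, and a test for counts was not used.

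The size of 1 read gave totals of 57,607,000 to 78,150,000 reads per library. A value of 3 reads corresponds to between 0.0384 and 0.0521 cpm, and the limit of 0.5 cpm on the mean is above this in each library. A mean of 0.5 cpm corresponds to 28.8 to 39.1 reads, with a counting error of 16.0% to 18.6%. Counting error, taken as that of whole reads, made up a median of 37.1% of the variance within strains over the 16,400 genes tested, and over 50% of it for 5784 genes (35.3%).

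Of the 28,802 genes, the 16,400 with a mean of at least 0.5 cpm were tested. The log2 of the value plus 1 was regressed on the strain's phenotype with limma (version 3.58.1 in R 4.3.3; lmFit, and eBayes with a trend in the mean), two-sided, and Storey's q-value was limited to 0.01. All 24 libraries entered each fit as replicates, as in the paper's methods. The methods give an adjusted p threshold of 0.05 for analysis of variance, and the results use a q-value of 0.01. Overlaps were tested with the hypergeometric test over the genes tested. Differences between strains were tested with limma's moderated F-test. The 8 phenotype values were reassigned among the strains in 100 assignments, the real one included, with the 3 phenotypes moved together. Correlations between phenotypes used all 40320 orders of the 8 strains.

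Gene ontology and pathway analyses were not repeated. In their place 6 gene lists (circadian clock, phototransduction, DNA and histone methylation, response to hypoxia, synaptic transmission and clustered protocadherins) were written by hand. They were tested with Fisher's exact test, adjusted over 18 tests, with camera and fry as alternatives, and over 12 tests for shared genes. Lists for lens cells, retinal pigment epithelium and blood cells served as checks for other tissue. These lists, the tests of the associations, overlaps, strains and lists, the reassignment of phenotypes and the alternatives were chosen before the data were examined. Covariates for Xist and lens genes, the correction for GC content and transcript length, the background of all genes and the signs of shared genes under reassignment were added after the data were seen.

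The genes named are those that the paper's text names and, for each phenotype, the 2 genes with the largest positive and the 2 with the largest negative moderated t among those associated. Xist, Y-linked genes and Nnt were fixed as checks of the labels. Some genes that this rule covers are not reported here. Genes of Fig. 7 were treated as groups and named singly where they were not associated with both phenotypes. Gm13340, Cryaa and the genes of the lists were named after their values were seen. The sex of the mice is given neither in the labels nor in the paper's text.

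The alternatives were another pseudocount (0.1), no filter and a mean of at least 5 cpm, median-ratio scaling, quantile normalization, ordinary regression, values that were not log-transformed, the Benjamini-Hochberg adjusted p-value, a q-value limit of 0.05, strain means, strain as a random effect, the rank of the phenotype, the 4 higher against the 4 lower strains, and leaving out each strain, the 3 wild-derived strains and each library. The test was tried on simulated data without strain effects, with 200 of 16,400 genes given a slope. Of these 198 (99%) were called, with 1 false call. This does not measure the error in the real libraries, where strains differ. When strains were given independent effects and no gene a slope, a median of 632.5 genes were called in 20 simulations (583 to 713), because libraries of a strain are not independent. These effects were drawn separately for each gene, so patterns that genes share across strains were left out. In the real libraries, the other assignments of the phenotype values gave 42 to 3499 genes for contrast sensitivity. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.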

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

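The tests of Xist, Cryaa and Gm13340 in this part were chosen after their values were seen.

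Xist, the RNA that coats the inactive X chromosome of female cells, is not among the genes the paper discusses. It was at 962 cpm in the 129S1/SvlmJ library TA012, 906 cpm in the C57BL/6J library TA015, 1046 cpm in the CAST/EiJ library TA033 and 1081 cpm in the PWK/PhJ library TA023. In the other 20 libraries it was at most 9.71 cpm (CAST/EiJ TA032). The sum of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty was at most 0.188 cpm in the 4 libraries and between 114 and 151 cpm in the others. These values are what 4 female and 20 male mice would give, and argue against a fault in the values of Xist alone. The division over strains was uneven. The 4 libraries came 1 each from the 4 strains with the highest contrast sensitivity (13.4 to 19.3, against at most 11.7 in the other strains). Across genes, which are not independent replicates, any pair of libraries of one strain had a correlation of at least 0.989, and no pair of libraries of different strains one above 0.986. This argues against single libraries that came from another of the 8 strains. An exchange of all 3 libraries of a strain was not tested. Within strains 17 genes, Xist itself included, were associated with log2 Xist, all on the X or Y chromosome, and among them Kdm6a, Kdm5c, Eif2s3x and Ddx3x rose with Xist. The bearing on the genes associated with contrast sensitivity is treated under the other observations.

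The lens gene Cryaa was far higher in single libraries than in the other libraries of the same strain. It was at 755 cpm in the NOD/ShiLtJ library TA017, 725 cpm in the 129S1/SvlmJ library TA011 and 90.9 cpm in the C57BL/6J library TA014, and at 1.81 to 36.0 cpm elsewhere. Summed over the lens list the values reached 2371 cpm in TA017 and 1947 cpm in TA011. Lens tissue carried over in dissection may account for this. Within strains, the 17 other genes of the lens list had a median correlation with Cryaa of 0.938 (0.807 to 0.997), which rests on these libraries. The 15 genes of the retinal pigment epithelium list (median -0.104) and the 6 of the blood list (median 0.210) did not follow it, which argues against a general mixture of other tissue. Of these lists, 16, 13 and 4 genes had a mean above 0.5 cpm over all libraries. Of the lens genes that are not crystallins, Mip was at 78.7 cpm in TA017, 58.9 cpm in TA011 and 11.3 cpm in TA014 and at most 0.460 cpm elsewhere, and Lim2 at 8.48, 6.47 and 1.05 cpm in these libraries and at most 0.273 cpm elsewhere. The rise was not uniform. In TA011 Lgsn was at 0.878 cpm, against 0.861 cpm in the 129S1/SvlmJ library TA010, and Bfsp2 at 0.419 cpm, below the 1.59 cpm of the WSB/EiJ library TA025. The 5 such genes, with Bfsp1, had a median correlation with Cryaa of 0.901 within strains (0.897 to 0.925 with each strain left out), which argues against an expression of crystallins alone by the retina. An expression of other lens genes together with crystallins by the retina was not tested.

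Gm13340, an unprocessed pseudogene on chromosome 2 from 22588103 to 22589648, was at 1786 ± 209 cpm (SD, n = 3) in CAST/EiJ, 1236 ± 129 cpm in PWK/PhJ and between 123 and 150.2 cpm in the 3 libraries of NZO/HlLtJ, and at 0.601 to 0.800 cpm on average in the other strains. A candidate explanation is that reads of the mitochondrial gene mt-Co1 from these strains match the pseudogene better than the reference mt-Co1. Of the 31-base words of Gm13340, 45.2% occur in mt-Co1 and none in the 13 other mitochondrial genes tested. mt-Co1 was lower in CAST/EiJ than the median of the other strains by a log2 difference of -0.59, and the 13 mitochondrial genes that share no word had a median difference of 0.26. These ranged from -1.05 to 2.43, so that mt-Co1 lay within their range in CAST/EiJ. In PWK/PhJ the difference of mt-Co1 was -1.35, below each of the 13, which ranged from -0.94 to 0.86. On average mt-Co1 was at 1142 ± 61.9 cpm in PWK/PhJ and 1937 ± 135 cpm in CAST/EiJ, against 2663 to 3488 cpm in the strains with low Gm13340. In NZO/HlLtJ it was at 3299 ± 302 cpm, within the range of these strains. Only 1 gene shares words, which limits the evidence. A difference in transcription of the pseudogene between strains stays open.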

How the results depend on the processing

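The alternatives with Xist, lens genes, GC content and all genes as background were chosen only after the data were seen. Counts are given in the order refractive error, form-deprivation myopia, contrast sensitivity, the genes shared by contrast sensitivity and refractive error, and the genes shared by contrast sensitivity and form-deprivation myopia, against 2542, 1793, 1191, 177 and 409 in the analysis as reported. Unless a reason is given, the cause was not tested.

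The 3 counts of associated genes stayed within 1.5 times with a pseudocount of 0.1 (2539, 1835, 1188), median-ratio scaling (2705, 1825, 1363), quantile normalization (2644, 1785, 1346), values not log-transformed (2426, 1701, 1088), ranks (3284, 2267, 831), no filter (2930, 2008, 949), ordinary regression (2417, 1683, 990), the lens covariate (2268, 1609, 1496) and the GC correction (3088, 2030, 1518). The share of positive slopes for refractive error was 46.0% with median-ratio scaling, 49.8% with quantile normalization and 53.4% with the GC correction, and for form-deprivation myopia 47.6%, 46.8% and 47.1%, against 901 of 2542 and 650 of 1793 in the values as deposited.

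The unit of replication changed the counts most. With strain means all were 0, as were the Fig. 7A and Fig. 7B genes associated with both phenotypes, with 1876, 1446, 1164, 46 and 237 genes at an unadjusted p under 0.05 and 2 and 28 of the Fig. 7A and Fig. 7B genes. With strain as a random effect they were 208, 117, 23, 0 (802 at an unadjusted p under 0.05 for both phenotypes) and 2. A mean of at least 5 cpm, which leaves 9274 genes, gave 1321 and 1039 for refractive error and form-deprivation myopia, 109 and 253 shared genes, and 9218 in place of 15,948 strain genes, those that differ between strains. The q-value limit of 0.05 gave 5224, 3965, 3543, 1313 and 1670. Benjamini-Hochberg adjustment gave 656 for contrast sensitivity and 35 and 158 shared genes. The 4 higher against the 4 lower strains gave 1578 for refractive error, 743 for contrast sensitivity, and 18 and 159 shared genes. The genes shared with refractive error were 75 with no filter, 85 with ordinary regression, 289 with the lens covariate and 279 with the GC correction. The Xist covariate gave 275 for contrast sensitivity and 20 and 70 shared genes. The Fig. 7A and Fig. 7B genes associated with both phenotypes, 22 and 47 as reported, were 0 and 0 with the random effect. Benjamini-Hochberg adjustment left 3 and 17, and the Xist covariate 3 and 7. The 4 higher against the 4 lower strains gave 3 and 12. Ranks gave 8 and 31, no filter 9 and 26, ordinary regression 13 and 32, and values not log-transformed 13 and 34. The pseudocount of 0.1 gave 26 and 48, and the limit of 0.05 gave 26 and 49.

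Without CAST/EiJ the counts were 1047, 312, 236, 4 and 6, with 0 of the Fig. 7A genes (7 at an unadjusted p under 0.05 for both) and 1 of the Fig. 7B genes. Without the 3 wild-derived strains they were 348, 373, 489, 20 and 11. In this fit the t-statistic of Poc1b reversed for contrast sensitivity (-0.51) and refractive error (-0.00633), and that of Grk1 (-0.89) and Nyx (0.092) for form-deprivation myopia, none of them near a threshold. Without 129S1/SvlmJ the count was 1952 for contrast sensitivity and 1013 and 742 for the shared genes. Without NZO/HlLtJ it was 3390 for form-deprivation myopia, 11 for Fig. 7A and 23 for Fig. 7B. Without A/J it was 24 for the genes shared with refractive error, 1 for Fig. 7A and 19 for Fig. 7B. These genes shared with refractive error were 82 without NOD/ShiLtJ and 101 without PWK/PhJ, and the Fig. 7A genes 8 and 5. Without WSB/EiJ 13 of the Fig. 7A genes were associated with both.

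Across the 24 fits that each left out 1 library the counts ranged from 1781 to 2746, 727 to 1920, 386 to 1376, 9 to 297 and 60 to 498, and from 15547 to 16373 for the genes that differ between strains. For form-deprivation myopia the count was 803, 727 and 994 without the CAST/EiJ libraries TA031, TA032 and TA033. For contrast sensitivity it was 459, 574 and 386 without these and 659 and 789 without the A/J libraries TA020 and TA021. The genes shared with refractive error were 11, 15 and 9 without TA031, TA032 and TA033, 78, 57 and 70 without the A/J libraries TA019, TA020 and TA021, 295, 297 and 277 without the 129S1/SvlmJ libraries TA010, TA011 and TA012, 116 without the NZO/HlLtJ library TA030, and 117 and 109 without the PWK/PhJ libraries TA022 and TA024. Those shared with form-deprivation myopia were 60, 70 and 64 without TA031, TA032 and TA033 and 241 without TA020. No other library moved these counts by more than 1.5 times.

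For the named genes, 503 results were weaker under an alternative, 11 stronger (all of Nploc4 and form-deprivation myopia), 4 reversed and 1924 the same. The weaker ones included 49 with strain means, 39 with the random effect, 36 without CAST/EiJ and 34 without the wild-derived strains. For the gene lists, 22 results were stronger (16 under fry, 3 under camera and 3 under the reassignment of phenotypes to strains), 1 was weaker (protocadherins and contrast sensitivity, 9 of 100 assignments) and 31 were the same. No paired analysis was possible because the labels give each library its own code and no replicate number shared between strains. Depth limits the genes left out below a mean of 0.5 cpm, which were tested only without the filter.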

Differences from the paper's values

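The background of all genes and the lens covariate in this part were tried only after the values were seen. For the genes shared by contrast sensitivity and baseline refractive error, the odds ratio was 0.948 against the paper's 1.9. Of the alternatives set before the data were examined, 5 of 45 came within 1.5 times of the paper's value, namely the q-value limit of 0.05 (1.35), leaving out the 3 wild-derived strains (2.03) and leaving out the 129S1/SvlmJ library TA010 (1.63), TA011 (1.79) or TA012 (1.84). The others did not. The background of all 28,802 genes (1.86) and the lens covariate (1.56), both chosen after seeing the values, also did. That background adds untested genes that could not be associated, which raises the ratio by construction. The same background gave an odds ratio of 9.91 for the genes shared by contrast sensitivity and form-deprivation myopia, where the paper's is 6.6 and the genes tested gave 5.22. From the paper's own counts, its 2 ratios need backgrounds of 26683 and 17387 genes, so the background to which they refer stays open.

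The p-value of this overlap was 0.748 against the paper's 1.05e-12, and none of the 46 alternatives set before the data were examined came within 1.5 times of it. The background of all genes, chosen after seeing the values and enlarged by genes that could not be associated, gave 2.82e-12 by the hypergeometric test. The p-value for the genes shared by contrast sensitivity and form-deprivation myopia was 5.93e-114 against the paper's 6.61e-175, and none of the 46 alternatives closed the gap. With the background of all genes it was 1.18e-200.

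Fig. 7A and Fig. 7B draw 26 and 49 genes as associated with both phenotypes. Here 4 and 2 of them were not, although some settings called each. Adamtsl4 had a q-value of 0.0117 for contrast sensitivity (0.00233 to 0.544 over the alternatives). It was called with a pseudocount of 0.1 (0.00959), at a limit of 0.05, without 129S1/SvlmJ (0.00233), C57BL/6J (0.00797) or PWK/PhJ (0.00430), without the libraries TA010 (0.00834) or TA012 (0.00660), and with the GC correction (0.00643). Dock8 had 0.0168 for refractive error (0.000800 to 0.640) and was called with a pseudocount of 0.1 (0.00923), at 0.05, with ranks (0.00392), without 129S1/SvlmJ (0.000800) or WSB/EiJ (0.00170), and without TA025 (0.00851) or TA027 (0.00896). Plekhg4 had 0.0114 for refractive error (0.000468 to 0.611) and was called with a pseudocount of 0.1 (0.00840), at 0.05, with ranks (0.00401), without 129S1/SvlmJ (0.00108) or WSB/EiJ (0.000468), without TA010 (0.00524), TA025 (0.00374) or TA027 (0.00388), and with the GC correction (0.00605). Trmt10a, drawn in both panels, had 0.0113 for contrast sensitivity (0.000737 to 0.544). It was called with a pseudocount of 0.1 (0.00950), quantile normalization (0.00945), at 0.05, without 129S1/SvlmJ (0.000737) or A/J (0.00275), without TA010 (0.00799), TA011 (0.00641) or TA012 (0.00518), and with the lens covariate (0.00400) or the GC correction (0.00826). Nploc4 had 0.0104 for form-deprivation myopia (4.11e-05 to 0.690) and was called with a mean of at least 5 cpm (0.00986), at 0.05, with ranks (0.00385), with the 4 higher against the 4 lower strains (0.00946), without NZO/HlLtJ (4.11e-05) or WSB/EiJ (0.00568), without TA028 (0.00852), TA029 (0.00263), TA026 (0.00812) or TA027 (0.00880), and with the GC correction (0.00386). The GC correction and the lens covariate were chosen after seeing the data.

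The paper names circadian processes among those overrepresented for contrast sensitivity. The hand-written circadian list, which is not the paper's gene ontology term, had an adjusted p of 0.165 by Fisher's exact test. It passed under fry (1.69e-06), as did all 18 list tests (largest adjusted p 0.0161), so that this does not single out the circadian list. It did not pass under camera (0.835). It passed in the reassignment of phenotypes to strains (3 of 100). Phototransduction (2 of 100), clustered protocadherins (3) and methylation (4) had similar values for refractive error. List counts were not scaled to the total of each assignment. The real total of associated genes was reached in 2 of 100 assignments for refractive error and 24 for contrast sensitivity.

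The paper calls the relation between contrast sensitivity and form-deprivation myopia statistically significant. Over the strain means r was 0.569 against the paper's 0.5723, and the exact permutation p over 8 strains was 0.134.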

Other observations

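The comparisons of CAST/EiJ with the other strains, the rule by which the tests of sex were weighed together, and the share of reassignments that counts as large for the phenotypes were chosen only after the results were seen.

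Each phenotype has 1 value per strain, so the 8 phenotype values were reassigned among the strains. For refractive error 2 of 100 assignments, the real one included, gave as many associated genes as the 2542 observed (median of the others 383, highest 2726). For form-deprivation myopia 19 did (median 620, highest 3049) and for contrast sensitivity 24 (median 434, highest 3499). The number of genes shared by contrast sensitivity and refractive error was reached in 1 of 100, the real one (median of the others 1, highest 159), and that shared by contrast sensitivity and form-deprivation myopia in 6 (median 51, highest 952). The odds ratio of the former was reached in 2 (median of the others 0.0674) and that of the latter in 37 (median 4.26). For the genes of form-deprivation myopia and contrast sensitivity and those shared between them, other assignments of the values thus gave counts as high. The count of genes that differ between strains was reached in 1 of 100 splits of the 24 libraries into 8 groups of 3, the real one, and the highest of the others was 689.

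Technical trends were tested as the whole source of the associated genes. After median-ratio scaling in place of the authors' normalization, 92.6% of the refractive error genes, 89.2% of the form-deprivation myopia genes and 97.9% of the contrast sensitivity genes were also associated. After correction for GC content and transcript length, known for 98.4% of the genes, these shares were 89.4%, 90.5% and 89.3%. Among genes with a mean of at least 5 cpm, at which a library has a counting error of 5.06% to 5.89%, 14.2%, 11.2% and 8.84% were associated, against 15.5%, 10.9% and 7.26% of all genes tested. These values argue against normalization, GC content and depth as the whole source. With lens genes as a covariate 97.2% of the contrast sensitivity genes were also associated, which argues against lens tissue as their source.

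With log2 Xist as a covariate, 275 genes were associated with contrast sensitivity in place of 1191, which met the outcome set beforehand for sex as the source. Xist also follows the strains, however. The 4 libraries with high Xist came from the 4 strains with the highest contrast sensitivity. Over libraries, log2 Xist had a correlation of 0.430 with contrast sensitivity. A pair of further tests was set before they were run. With Xist shuffled among the 3 libraries of each strain, 6 of 100 draws, the real one included, left as few genes (median 357, 267 to 600), where at most 5 had been set as the limit. The mean of Xist in each strain as the covariate left 117. Within strains, 17 genes, Xist itself included, were associated with Xist, all on the X or Y chromosome, and 0 of the 1191 were, although 7.56% of them (90) had an unadjusted p under 0.05 against 6.59% of all genes. Sex within strains is therefore unlikely to be the source of most of the contrast sensitivity genes. An effect of sex that differs between strains was not tested.

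Of 12957 protein-coding genes, 858 were lower and 483 higher in CAST/EiJ than in the median of the other strains by more than 0.5 on the log2 scale. Reads lost at variants against the reference could lower values in this wild-derived strain, and 64.0% of the genes that differed were lower. This cannot be told apart from other strain differences. The share was 64.1% in NZO/HlLtJ, 52.0% in PWK/PhJ and 54.0% in WSB/EiJ. It was 41.4% in A/J, 38.6% in 129S1/SvlmJ, 36.4% in C57BL/6J, the strain of the reference, and 30.6% in NOD/ShiLtJ. In numbers NZO/HlLtJ was no equal case, with 257 genes lower and 144 higher. PWK/PhJ had 656 lower and 605 higher, and the remaining strains 140 to 307 lower. CAST/EiJ and PWK/PhJ thus had the most lower genes and also the most higher ones.

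Among 915 processed pseudogenes, 99 were higher and 43 lower in CAST/EiJ, 101 and 39 in PWK/PhJ, and 9 and 37 in C57BL/6J. In the other strains between 11 and 28 were higher and between 13 and 26 lower.

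Between the phenotypes over the 8 strains, contrast sensitivity and refractive error had Pearson's r = 0.112 (exact permutation p = 0.799, adjusted over 3 relations 0.799) and Spearman's rho = 0.167 (permutation p = 0.703). Without A/J and CAST/EiJ r was -0.579. Contrast sensitivity and form-deprivation myopia had r = 0.569 (exact permutation p = 0.134, adjusted 0.402) and rho = 0.595 (permutation p = 0.132), and r = 0.424 without A/J and CAST/EiJ. Refractive error and form-deprivation myopia had r = 0.293 (exact permutation p = 0.488, adjusted 0.732) and rho = 0.595 (permutation p = 0.132), and r = 0.190 without 129S1/SvlmJ and CAST/EiJ.

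App, Aplp1 and Aplp2, which the paper discusses together with Aph1b, were not associated with any of the 3 phenotypes. Strain means were 72.6 to 93.9 cpm for App (smallest limma q-value 0.107, for refractive error), 15.9 to 21.9 cpm for Aplp1 (0.0359, for form-deprivation myopia) and 237 to 278 cpm for Aplp2 (0.0284, for contrast sensitivity). Egr1 was not associated either (0.0316, for refractive error). Vip fell with refractive error (slope -0.023 per D, limma q = 0.000387), from 5.88 ± 0.211 cpm (SD, n = 3) in 129S1/SvlmJ to 1.38 ± 0.101 cpm in CAST/EiJ. With each strain left out in turn its q-value ranged from 2.50e-05 to 0.0220 (0.0125 without CAST/EiJ), and 6 of the 8 fits passed. For form-deprivation myopia (0.0110) and contrast sensitivity (0.0769) 1 of the 8 fits passed.

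Nnt, fixed as a check of the C57BL/6J labels, was at 4.82 ± 0.105 cpm in C57BL/6J and at 3.41 to 7.45 cpm on average in the other strains, so it did not separate that strain.

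The list results that belong at no claim are as follows. For refractive error, 3 of 26 hypoxia genes were associated (Fisher's exact test, adjusted p = 0.890), 2 adjusted over the list alone. For form-deprivation myopia, 1 of 32 phototransduction genes was associated, Grk1 (exact test, adjusted p = 0.977), 0 adjusted over the list alone and 0 without TA031, TA032 or TA033, with 8 to 9 at an unadjusted p under 0.05, and 2 without TA026. Camera gave this list an adjusted p of 0.0184 and fry 0.0161, the largest of the 18 tests by fry, all of which passed, and 83 of 100 reassignments gave as many genes. Of the methylation list 5 of 31 were associated (exact test, adjusted p = 0.440), 5 adjusted over the list alone and 3 without TA031, TA032 or TA033. Of the synaptic transmission list 6 of 40 were (exact test, adjusted p = 0.440), 3 adjusted over the list alone, 1 without TA031 or TA032, and 3 without TA033, TA028 or TA027. For contrast sensitivity, 5 of 26 hypoxia genes were associated, all with positive slopes (exact test, adjusted p = 0.165), 5 adjusted over the list alone, 1 without TA031 or TA033, 2 without TA020 or TA032 and 3 without TA021, TA011, TA029, TA030 or TA026. Of the genes shared with refractive error, 2 were circadian (exact test, adjusted p = 0.104), 2 belonged to phototransduction (exact test, adjusted p = 0.104) and 0 to the hypoxia and synaptic lists, of which 3 and 2 had an unadjusted p under 0.05 for both phenotypes. Of those shared with form-deprivation myopia, 2 were synaptic (exact test, adjusted p = 0.395), 1 belonged to phototransduction (exact test, adjusted p = 0.666) and 3 were protocadherins (exact test, adjusted p = 0.280).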
